# Choline metabolism underpins macrophage IL-4 polarization and RELMα up-regulation in helminth infection

**DOI:** 10.1371/journal.ppat.1011658

**Published:** 2023-09-25

**Authors:** Peyman Ghorbani, Sang Yong Kim, Tyler K. T. Smith, Lucía Minarrieta, Victoria Robert-Gostlin, Marisa K. Kilgour, Maja Ilijevska, Irina Alecu, Shayne A. Snider, Kaitlyn D. Margison, Julia R. C. Nunes, Daniel Woo, Ciara Pember, Conor O’Dwyer, Julie Ouellette, Pavel Kotchetkov, Julie St-Pierre, Steffany A. L. Bennett, Baptiste Lacoste, Alexandre Blais, Meera G. Nair, Morgan D. Fullerton

## Abstract

Type 2 cytokines like IL-4 are hallmarks of helminth infection and activate macrophages to limit immunopathology and mediate helminth clearance. In addition to cytokines, nutrients and metabolites critically influence macrophage polarization. Choline is an essential nutrient known to support normal macrophage responses to lipopolysaccharide; however, its function in macrophages polarized by type 2 cytokines is unknown. Using murine IL-4-polarized macrophages, targeted lipidomics revealed significantly elevated levels of phosphatidylcholine, with select changes to other choline-containing lipid species. These changes were supported by the coordinated up-regulation of choline transport compared to naïve macrophages. Pharmacological inhibition of choline metabolism significantly suppressed several mitochondrial transcripts and dramatically inhibited select IL-4-responsive transcripts, most notably, *Retnla*. We further confirmed that blocking choline metabolism diminished IL-4-induced RELMα (encoded by *Retnla*) protein content and secretion and caused a dramatic reprogramming toward glycolytic metabolism. To better understand the physiological implications of these observations, naïve or mice infected with the intestinal helminth *Heligmosomoides polygyrus* were treated with the choline kinase α inhibitor, RSM-932A, to limit choline metabolism *in vivo*. Pharmacological inhibition of choline metabolism lowered RELMα expression across cell-types and tissues and led to the disappearance of peritoneal macrophages and B-1 lymphocytes and an influx of infiltrating monocytes. The impaired macrophage activation was associated with some loss in optimal immunity to *H*. *polygyrus*, with increased egg burden. Together, these data demonstrate that choline metabolism is required for macrophage RELMα induction, metabolic programming, and peritoneal immune homeostasis, which could have important implications in the context of other models of infection or cancer immunity.

## Author summary

Metabolic factors such as diet can profoundly impact the immune response to pathogens. Choline is an essential nutrient that functions as a precursor to membrane phospholipids. Here, we identify a critical role for choline metabolism in driving IL-4 macrophage polarization and shaping the cellular immune response to intestinal helminth infection. IL-4 polarized macrophages had increased phosphatidylcholine biosynthesis and content. Inhibition of choline metabolism dramatically impaired macrophage activation and metabolism in culture, and *in vivo* following intestinal helminth infection, which was accompanied by reduced expression of secreted protein RELMα, and a change in the immune cellular composition. Overall, these studies identify a previously unrecognized role for the essential nutrient choline in shaping the cellular immune landscape under normal conditions and in response to intestinal helminths.

## Introduction

Macrophages represent a heterogeneous and plastic subset of innate immune cells that perform critical homeostatic, surveillance and effector tasks in almost all tissues [1]. They can dynamically respond to diverse endogenous and exogenous cues, including nutrient and energy availability. Metabolic programming can directly drive macrophage function but can also be rewired in response to various stimuli [2]. While we continue to expand our understanding of how energy-generating pathways and their intermediates underpin immunometabolic function, the importance of nutrients in macrophage biology remains largely underexplored.

Choline is a quaternary amine and essential nutrient that can form the main eukaryotic phospholipid class, glycerophosphocholines (the most abundant of which are phosphatidylcholines (PC)), or form acetylcholine in cholinergic tissues [3]. Additionally, methyl groups from choline contribute to one-carbon metabolism after its mitochondrial oxidation. Given its positive charge, choline requires facilitated transport across cellular membranes, representing the first but least studied step in its metabolism. In immune cells, choline transporter-like protein 1 (Slc44a1) is responsible for the majority of choline uptake [4, 5]. Upon uptake, choline is thought to be rapidly phosphorylated by choline kinase (Chkα/Chkβ) and is then committed to the PC biosynthetic (CDP-choline/Kennedy) pathway [3, 6].

Phospholipid biosynthesis is indispensable for membrane biogenesis, which plays an important role in cellular differentiation and phagocytosis [7]. The first insight into the potential role of choline in macrophage function came over twenty years ago with the observation that deletion of myeloid *Pcyt1a*, encoding the rate-limiting enzyme in PC synthesis, diminished adaptive responses to endogenous stimuli (free cholesterol) [8] and impaired the secretion of pro-inflammatory cytokines from macrophages [9]. Recent lipidomic analyses of cultured macrophages demonstrated sweeping alterations to phospholipid composition and content in response to various inflammatory stimuli [4, 10–12]. To begin to address the specific roles of choline as a regulator of macrophage functions, we and others have shown that polarization with the bacterial endotoxin lipopolysaccharide (LPS; termed M[LPS]) in primary mouse macrophages leads to increased choline uptake and PC synthesis in an *Slc44a1*-dependent manner. Inhibiting choline uptake and metabolism led to more pronounced inflammatory responses in M[LPS], but also diminished inflammasome-mediated cytokine release [4, 5]. How choline metabolism may be regulated by or be important for macrophage phenotypes in response to Th2 cytokine exposure remains unknown.

Interleukin-4 (IL-4), along with IL-13, is a signature cytokine of type 2 inflammatory responses [13]. In addition to being widely used to polarize macrophages *in vitro* (termed M [IL-4]), secretion of these cytokines *in vivo* is a critical response triggered by invading macroparasites or allergens [14]. Since it is now appreciated that macrophage inflammatory and metabolic programs exhibit a dichotomy in response to prototypical pro- and anti-inflammatory stimuli, we sought to characterize the interplay between choline metabolism and IL-4-mediated polarization of macrophages. Interestingly, we found that identical to LPS, choline uptake and incorporation into PC was augmented in M[IL-4]. Moreover, when choline uptake and metabolism was inhibited, we observed select but striking differences in metabolic and IL-4-specific responses, underpinned by a dramatic reduction in RELMα both *in vitro* and in mouse parasitic helminth infection.

## Results

### IL-4 increases PC content and alters choline containing phospholipid composition

To begin to interrogate the potential effect of IL-4 stimulation on choline metabolic pathways, we performed targeted LC-MS/MS analysis of choline-containing phospholipids in naïve (M[0]), M[IL-4] and M[LPS] (Fig 1A). Surprisingly, the typically divergent polarization states led to a symmetrical increase in total cellular PC levels (Fig 1B) with a significant increase predominantly in PCs containing unsaturated and monounsaturated fatty acids (Fig 1C). With respect to other choline-containing lipids, no differences were found in the level of sphingomyelin (Fig 1D). Interestingly, there were also changes within the choline-containing lipidome in response to either IL-4 or LPS. The plasmalogen forms of PC, which have been demonstrated to be important for downstream lipid signaling, showed divergent changes. Levels of plasmenyl PCs (PC(P)), structurally known as 1-alkenyl,2-acylglycerophosphocholines, as well as their immediate precursors (LPC(P)) were reduced in response to both stimuli, while levels of plasmanyl PCs (PC(O)), known as 1-alkyl,2-acylglycerophosphocholines remained unchanged (Figs 1E, 1F, and S1A). The levels of platelet activating factors (PAF), their immediate precursor the lyso-PAFs (LPC(O)) (S1B and S1C Fig), as well as total lysophosphatidylcholines (LPCs) (Fig 1G) did not change in response to IL-4 but were significantly up-regulated in M[LPS]. The fatty acid composition of choline-containing subspecies was indistinguishable between LPS and IL-4 polarization, except for a divergence in total LPCs (S1D Fig).

**Fig 1:**
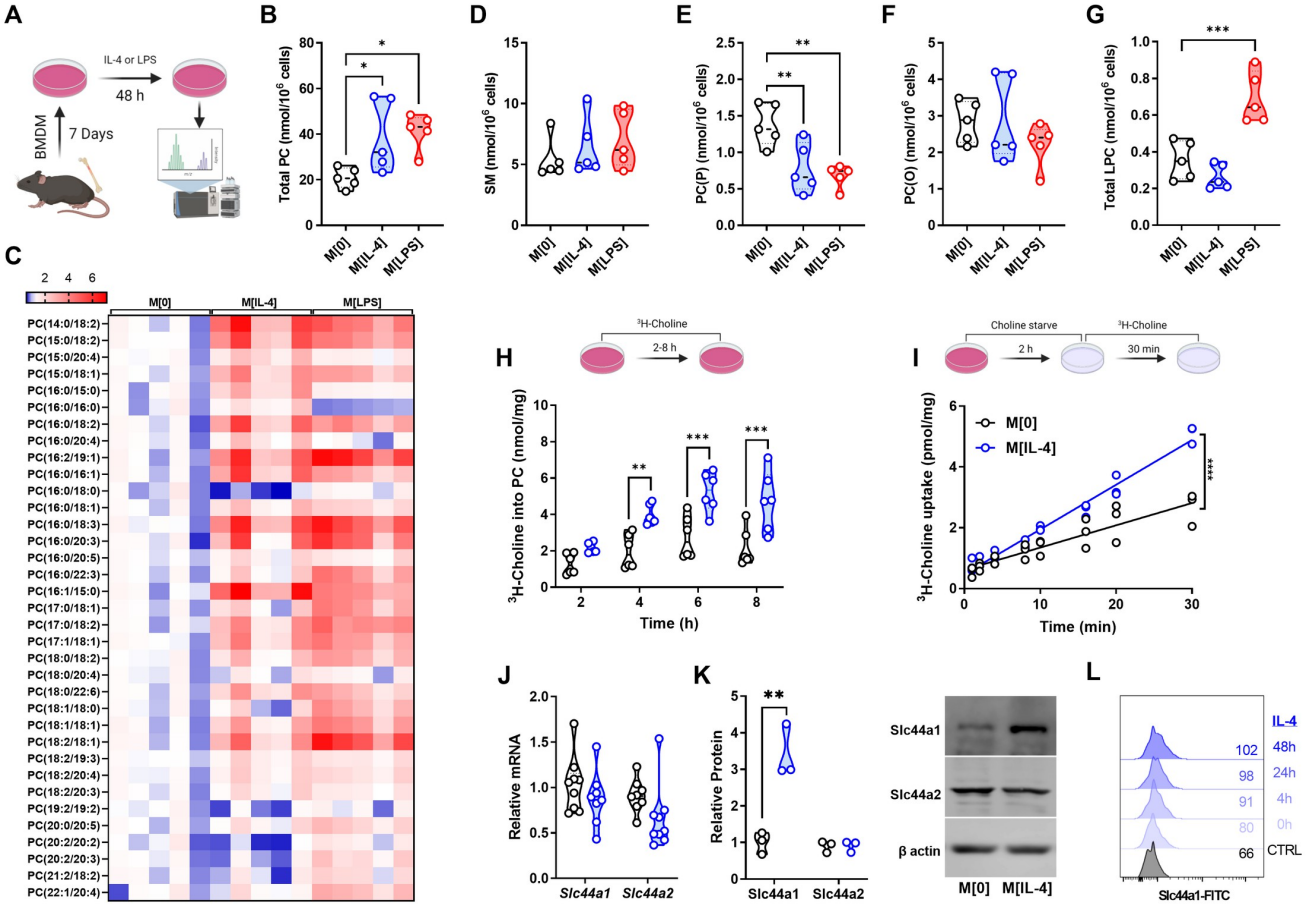
IL-4 up-regulates choline metabolism in macrophages. A) Schematic of lipidomics analysis. B-G) Total PC content (B), heatmap of PC species (C), SM content (D), PC(O) content (E), PC(P) content (F), or total LPC content (G) for M[0], M[IL-4], or M[LPS] expressed as nmol per 10^6^ cells. n = 5 per polarization. Heatmap statistics are shown as fold change over the average of M[0]. One-way ANOVA with Dunnett’s test for multiple comparisons (* p < 0.05, ** < 0.01). H) Incorporation of ^3^H-choline into phospholipids over time. n = 5 per timepoint, representative of 3 experiments. Two-way ANOVA with Šídák’s test for multiple comparisons (** p < 0.01, *** p < 0.001). I) Uptake of ^3^H-choline over time in M[0] or M[IL-4]. n = 3 per timepoint, representative of 3 experiments. Linear regression F test (**** p < 0.0001). J) Relative expression of *Slc44a1* and *Slc44a2* transcripts in M[0] or M[IL-4], normalized to *Actb*. n = 8 mice. K) Expression by Western blot of Slc44a1 and Slc44a2 in M[0] or M[IL-4]. Densitometry quantified relative to β-actin. n = 3, representative of 3 experiments. Unpaired t test (** p < 0.01). L) Expression of Slc44a1 by surface flow cytometry after different IL-4 stimulation times. Representative of 2 experiments. Schematics were created using BioRender.

### IL-4 up-regulates choline metabolism in macrophages

In keeping with higher levels of total cellular PC, polarization with IL-4 increased the incorporation of choline into PC (Fig 1H), as well as the rate of choline uptake in bone marrow-derived macrophages (BMDM) (Fig 1I), without changing choline transport affinity or sensitivity to inhibition (S2A and S2B Fig). Moreover, while select phospholipases are up-regulated in M[IL-4] [15] we observed no difference in the rate of PC degradation (S2C Fig), which completely mirrored the effects of LPS polarization [4]. We and others have shown that macrophages express two choline transporters, Slc44a1 and Slc44a2. IL-4-treated cells did not show increased *Slc44a1* or *Slc44a2* mRNA (Fig 1J); however, total (Fig 1K) and surface (Fig 1L) Slc44a1 protein expression was significantly augmented, suggesting post-transcriptional mechanisms. There were no changes in Slc44a2 protein levels. Taken together, these data suggest a coordinated up-regulation of choline uptake and subsequent incorporation into PC in response to IL-4 that is comparable in magnitude to LPS stimulation, though subtly different in terms of mechanism.

### Inhibiting choline metabolism selectively impairs IL-4 polarization

Characteristically, IL-4 polarization induces the expression of genes involved in dampening inflammation and promoting tissue repair. We next sought to understand how limiting choline availability and metabolism may affect these well-known responses. We used an inhibitor of extracellular choline uptake (hemicholinium-3; HC3) [16] and an inhibitor of choline incorporation into PC, the choline kinase inhibitor RSM-932a (RSM) [17]. BMDM incubated with HC3 or RSM for 24 h prior to polarization had little effect on most hallmark M[IL-4] genes, such as *Arg1*, *Mrc1* and *Chil3* (Fig 2A-C); however, completely suppressed IL-4-mediated induction of *Retnla* (Figs 2D and S3A–S3C). Interestingly, shorter (6 h) treatment with HC3 was insufficient to affect *Retnla* expression (S3D Fig). To ascertain a better understanding of the kinetics of *Retnla* inhibition, we conducted a simple experiment in which cells were treated with inhibitors for 24 h, followed by IL-4 for a further 24 h (labeled POST), 24 h of concurrent inhibitor and IL-4 treatment (labeled as CONC) and 24 h of IL-4 polarization, followed by 24 h of inhibition (labeled as PRE). Inhibiting choline metabolism prior to IL-4 polarization flattened any induction of *Retnla*. Concurrent inhibition of choline uptake and metabolism along side polarization also significantly limited *Retnla* up-regulation. Finally, while inhibition of choline uptake with HC3 in already polarized macrophages tended to diminish expression, blocking choline metabolism with RSM in polarized cells was sufficient to completely suppress *Retnla* expression (Fig 2E). To begin to explain the select effect of choline inhibition in M [IL-4], we assessed the activation of pSTAT6-Y641 after IL-4 stimulation, which was significantly blunted by treatment with HC3 or RSM after 15 minutes (Fig 2F). There were no changes in levels of *Il4ra* transcript (S3E Fig), and pSTAT6-Y641 phosphorylation was further diminished over time (S3F Fig). Together, this suggests that disruptions of choline metabolism in macrophages can blunt STAT6 signaling, though it is likely that ligand recognition through IL-4R is not impaired [18].

**Fig 2:**
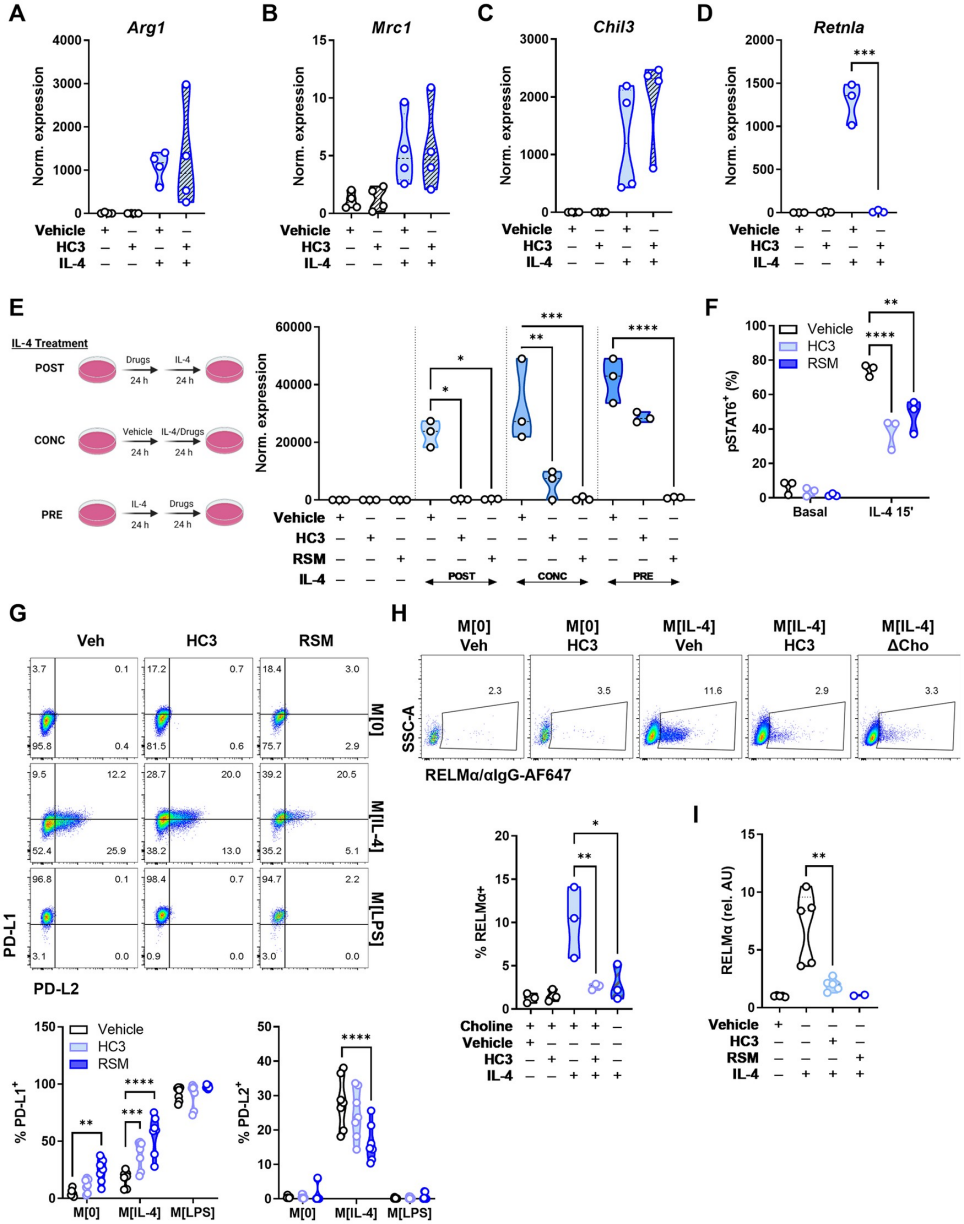
Choline uptake and phosphorylation is required for normal IL-4 signaling and M[IL-4] phenotype. A-D) Macrophages were treated with vehicle (DMSO) or HC3 (250 μM) for 24 h, washed, then treated with IL-4 (20 ng/mL) for 24 h. Relative expression of M[IL-4] hallmark genes *Arg1*, *Mrc1*, *Chil3*, or *Retnla* normalized to *Actb* and compared to M[0]. n = 3–4, representative of 3–5 experiments. Unpaired t test (*** p < 0.001). E) Schematic of timing variations for inhibitors and IL-4 polarization. Macrophages were treated with vehicle (DMSO), HC3 (250 μM), or RSM (5 μM) in the first 24 h then polarized with IL-4 (20 ng/mL) for 24 h (POST). Inhibitors were given together with IL-4 for 24 h (CONC). Macrophages were polarized with IL-4 for 24 h, then treated with inhibitors for 24 h (PRE). Expression of *Retnla* normalized to *Actb* and compared to M[0]. n = 3, representative of 1 experiment. Two-way ANOVA with Tukey’s test for multiple comparisons (* p < 0.05, ** p < 0.01, *** p < 0.001, **** p < 0.0001). F) Macrophages were treated with vehicle (DMSO), HC3 (250 μM) or RSM-932a (5 μM) for 24 h, washed, then treated with IL-4 (20 ng/mL) for 15’ and stained for intracellular pSTAT6 (Tyr641). n = 3, representative of 3 experiments. Two-way ANOVA with Tukey’s test for multiple comparisons (** p < 0.01, **** p < 0.0001). G) Surface PD-L1 and PD-L2 expression in M[0], M[IL-4], or M[LPS], treated with vehicle, HC3 (250 μM) or RSM-932a (5 μM). n = 2, representative of 3 experiments. H) Macrophages were treated with vehicle (DMSO) or HC3 (250 μM) for 24 h, washed, then treated with IL-4 (20 ng/mL) for 24 h in complete or choline-deficient (ΔCho) media. B) Quantification of intracellular RELMα staining in live F480^+^ macrophages. n = 3, representative of >4 experiments. One-way ANOVA with Tukey’s test for multiple comparisons (* p < 0.05, ** p < 0.01). I) Macrophages were treated with vehicle (DMSO), HC3 (250 μM), or RSM-932a (5 μM) for 24 h, washed, then treated with IL-4 (20 ng/mL) for 24 h. Detection of supernatant RELMα by ELISA. n = 5 (vehicle, HC3, IL-4) or n = 2 (RSM). Unpaired t test (** p < 0.01). Schematics were created using BioRender.

To further probe how limiting choline metabolism alters macrophage IL-4 polarization, we used CD38 and Egr2, which have been identified as effective discriminators of M [LPS] vs. M [IL-4], respectively [19]. Blocking choline uptake did not impair the induction of Egr2, nor did it promote CD38 expression in M [IL-4] (S3G Fig), despite Egr2 being induced in an IL-4/STAT6-dependent manner [20]. We next assessed the expression of the checkpoint ligands PD-L1 and PD-L2, which have also been used discriminate between M [LPS] and M [IL-4] polarization [21]. Inhibiting choline metabolism with either HC3 or RSM led to consistent PD-L1 up-regulation in M[0] and M[IL-4], but not in M[LPS] where expression was already maximal (Fig 2G). In contrast, inhibiting choline metabolism reduced PD-L2 expression in M [IL-4] (Fig 2G). Therefore, by limiting uptake and phosphorylation of choline, there were pointed changes to traditional IL-4-induced cytokines (e.g., *Retnla*) and a skewing toward a M [LPS]-like profile.

### Choline metabolism inhibition impairs macrophage function

The secreted cytokine resistin-like molecule alpha (RELMα) is encoded by *Retnla* and has pleiotropic functions, including suppression of Th2 responses and promotion of wound healing [22]. In IL-4-polarized macrophages, blocking choline uptake significantly reduced intracellular RELMα levels (Fig 2H). Furthermore, to rule out off-target pharmacological effects, culture of M [IL-4] in choline-deficient media also curtailed intracellular RELMα to the same extent as HC3 and RSM (Fig 2H). Finally, we confirmed that secreted RELMα in M[IL-4] conditioned media was significantly lower when choline uptake was inhibited (Fig 2I). Functionally, given that RELMα levels were dramatically reduced in response to altered choline uptake and metabolism, we sought to assess the *in vitro* wound healing capacity of macrophages. A “scratch wound” was created among 3T3-L1 fibroblasts grown to confluency and when exposed to conditioned media from HC-3-treated M[IL-4], we observed a significantly impaired rate of wound healing (S3H Fig).

### Choline metabolism supports naïve and M[IL-4] transcriptional programs

To gain an unbiased understanding of the transcriptional changes in response to blocking choline uptake and metabolism, we next performed RNA transcriptomic analysis. 

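Bone marrow-derived macrophages (BMDM) were sequenced in 6 groups, with 3 libraries per group, and the labels name 3 individual mice as their source. Hemicholinium-3 (HC3, 250 µM) blocks choline uptake, and RSM-932a (RSM, 5 µM) inhibits choline kinase. Either inhibitor or vehicle (Veh) was given for 24 h, after which the cells were left naïve (M[0]) or polarized with 20 ng/mL IL-4 for 24 h (M[IL-4]). The authors trimmed adapters, aligned read pairs to GRCm38 and counted those on exons per gene, as the methods describe. The deposited values are their raw counts per Ensembl gene, without normalization. The paper's text names neither the annotation release nor a strand setting, so counts on exons shared with a gene on the opposite strand may belong to either gene. Of 55385 genes listed, 55144 were matched to a symbol.

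Total counts per library were 17457796 to 18508895 in Veh M[0] (median 17979171), 18245994 to 19285482 in HC3 M[0] (median 18261928) and 17973868 to 18814580 in RSM M[0] (median 18627483). In M[IL-4] they were 18479307 to 18911300 for Veh (median 18589203), 17624254 to 18621637 for HC3 (median 18206629) and 18910910 to 19522255 for RSM (median 19016289). Transcripts of the mitochondrial chromosome took a median of 1.77% of the counts in Veh M[0], 3.39% in HC3 M[0] and 0.794% in RSM M[0]. Their medians in M[IL-4] were 1.86% for Veh, 2.51% for HC3 and 0.718% for RSM.

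From these counts, the 14979 genes with at least 10 counts in at least 2 of the 18 libraries were kept, as in the paper's methods. Libraries were scaled by edgeR's TMM factors, and all 18 entered 1 quasi-likelihood fit with a coefficient per group. A gene was called when its Benjamini-Hochberg FDR was under 0.05 and its log2 fold change was at least 1 or at most -1, the thresholds the paper names. Expression is given in CPM scaled by TMM, as mean ± SD (n = 3 libraries). With 3 libraries against 3, an exact permutation test of a single gene cannot go below p = 0.1, so adjusted p-values come from the fit across genes. Where a group has no counts for a gene, up to 3 counts over its libraries remain possible, which covers counting error only.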

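HC3 changed the expression of 1804 of the 14979 genes tested in M[0] (12.0%), of which 889 were higher and 915 lower than in Veh. RSM changed 1732 genes in M[0] (11.6%), 757 upward and 975 downward. In M[IL-4], 1536 genes were called for HC3 (10.3%, 707 higher and 829 lower) and 1655 for RSM (11.0%, 756 higher and 899 lower). With the FDR alone and no fold threshold, 6608, 6159, 5810 and 5785 genes passed in these 4 comparisons. Leaving out replicate 3 moved the counts most, to 1487 and 1424 for HC3 and RSM in M[0] and to 1180 and 1338 in M[IL-4].

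IL-4 itself changed 997 genes in vehicle-treated macrophages, with 424 induced and 573 repressed. Under HC3, M[IL-4] and M[0] differed in 594 genes, and without replicate 3 in 346. Under RSM they differed in 638 genes, and without replicate 3 in 421. Of the 424 genes induced by IL-4 in vehicle, 142 were called lower with HC3 than with Veh in M[IL-4] and 26 were called higher. For RSM, 157 of them were lower and 38 higher. Because the same vehicle libraries define both contrasts, unchanged inhibitor groups were also simulated 20 times against them, and edgeR, the only tool run there, then called 0 of the induced genes lower, with at most 741 genes at an unadjusted p under 0.05 in M[IL-4].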

Naïve and IL-4-polarized macrophages that had been pretreated with either HC3 or RSM prior to polarization showed profound and sweeping differences in transcript expression patterns. 

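Reactome terms were not used here, and gene families were taken by symbol. Of 128 tested genes of extracellular matrix families (collagens, laminins, integrins, matrix metalloproteinases and related genes), 38 were called up by HC3 in M[0], where 7.60 would be drawn by chance (one-sided Fisher's exact test, FDR = 5.34e-16 over 32 tests). RSM raised 29 of them in M[0] (FDR = 3.19e-11). In M[IL-4], HC3 raised 26 (FDR = 1e-09) and RSM 21 (FDR = 4.34e-06). Members also fell, 10 with HC3 and 16 with RSM in M[0], and 9 and 12 in M[IL-4]; only the 16 exceeded chance (FDR = 0.0158). *Mmp13* rose in all 4 comparisons, by a log2 fold change of 1.05 and 1.88 in M[0] and of 2.63 and 2.87 in M[IL-4], whereas *Itgam* fell by 1.94 with HC3 in M[0]. As a whole list, the family did not pass limma's camera test, with median log2 fold changes of 0.52 (FDR = 0.0546) and 0.26 (FDR = 0.31) for HC3 and RSM in M[0] and of 0.33 (FDR = 0.122) and 0.30 (FDR = 0.13) in M[IL-4]. With a block for replicate number, the FDR was 0.000869 for HC3 in M[0], 0.00432 for HC3 in M[IL-4] and 0.0212 for RSM in M[IL-4]. Without replicate 2 it was 0.000278, 0.00269 and 0.00935 in these comparisons and 0.0336 for RSM in M[0], and without replicate 3 it was 0.0354 for HC3 in M[0]. Several members are stromal transcripts, and abundant stromal markers moved apart by 2.84 log2 units with HC3 in M[0].

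Of 176 tested genes for G protein-coupled receptors (GPCR), their chemokine ligands, G proteins and regulators, 41 were called down by HC3 in M[0] against 10.8 by chance (FDR = 4.4e-13) and 34 by RSM (FDR = 3.38e-08). In M[IL-4] these counts were 26 (FDR = 1.07e-05) and 22 (FDR = 0.00185). Genes called up also exceeded chance, with 21 and 19 in M[0] (FDR = 0.00332 and 0.00295) and 21 and 28 in M[IL-4] (FDR = 0.000197 and 2.18e-07). The list fell in M[0] by camera, with a median of -0.19 for HC3 (FDR = 0.0201) and -0.21 for RSM (FDR = 0.0445). Neither call held without the count filter (FDR = 0.106 and 0.0991). That for RSM was kept with the block within each polarization and was also lost with the replicate block (FDR = 0.0523), with only the compared groups (FDR = 0.0567), with filterByExpr (FDR = 0.053), with mitochondrial genes left out (FDR = 0.0518) and without replicate 3 (FDR = 0.0673). In M[IL-4] the medians were -0.05 (FDR = 0.414) and 0.05 (FDR = 0.871), where the mean of 0.01 for HC3 and camera's downward direction for RSM differ from the medians in sign. Scaled by library size only, the median for HC3 in M[IL-4] was 0.00052. With fry, which asks whether the genes of a list change at all and not whether they change more than others, the list passed for HC3 in M[IL-4], downward (FDR = 1.62e-06). *C5ar1* (-1.76), *P2ry6* (-1.77) and *Cxcl16* (from 215 ± 3.69 to 50.2 ± 2.32 CPM) fell with HC3 in M[0], while *Ptger2* rose by 3.07 with RSM; 18.3% of the exonic length of *Cxcl16* and 4.74% of that of *Ptger2* overlap a gene on the opposite strand.

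Of 21 mitosis genes, 16 were called down by HC3 and 20 by RSM in M[IL-4] (FDR = 1.13e-15 and 1.91e-22), against 2 and 10 in M[0] (FDR = 0.515 and 7.61e-07). Their median log2 fold changes in M[IL-4] were -1.30 and -1.76 (camera FDR = 2.52e-10 and 3.97e-14), and -0.50 and -0.98 in M[0] (FDR = 0.00952 and 1.02e-06), of which the call for HC3 was lost with DESeq2 (FDR = 0.057). Of 33 replication genes, 11 and 17 were called down in M[IL-4] (FDR = 2.56e-06 and 4.41e-12), with medians of -0.77 and -1.03 (camera FDR = 3.86e-10 and 9.7e-14). In M[0] the replication medians were -0.26 (FDR = 0.00525) and -0.48 (FDR = 1.09e-06), and the 5 genes called down by RSM did not exceed chance (FDR = 0.102). That count passed with only the compared groups (6 genes, FDR = 0.0334), with mitochondrial genes left out (6 genes, FDR = 0.0316), without the count filter (5 genes, FDR = 0.00891), and without replicate 1 or 2 (6 genes, FDR = 0.0195 and 0.0217). Whether these lists fell further in M[IL-4] than in M[0] was not tested.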

Reactome pathway analysis revealed the up-regulation of extracellular matrix organization genes by choline inhibition, and down-regulation of genes involved in GPCR signalling (M[0]) and cell cycle (M[IL-4]) (S4 Fig). 

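*Retnla* (ENSMUSG00000061100), the gene for RELMα, lies on chromosome 16 of GRCm38 from 48842551 to 48844461 on the forward strand. None of the 9 M[0] libraries held a count for it. In M[IL-4], the 3 vehicle libraries together held 67833 counts, those with HC3 1943 and those with RSM 1480. Expression in M[IL-4] was 1273.5 ± 412.7 CPM with vehicle, 36.0 ± 5.46 with HC3 and 26.1 ± 6.14 with RSM (SD, n = 3). Against a floor of 3 counts over each M[0] group, IL-4 raised the transcript at least 22798-fold in vehicle, at least 686-fold under HC3 and at least 498-fold under RSM. Compared with vehicle in M[IL-4], the log2 fold change was -5.15 for HC3 (SE 0.258, FDR = 6.13e-09, edgeR) and -5.61 for RSM (SE 0.265, FDR = 3.22e-09). Every inhibitor-treated library was below every vehicle library. With each replicate left out in turn, the log2 fold change stayed between -5.31 and -4.95 for HC3 and between -5.70 and -5.48 for RSM. By fold change, *Retnla* ranked 15 among the 829 genes called down by HC3 in M[IL-4] and 10 among the 899 called down by RSM. Of the genes with a mean of at least 50 counts in the higher group, 7 fell further with HC3 and 2 with RSM. *Retnla* was higher with HC3 than with RSM in each of the 3 same-numbered pairs (log2 fold change 0.47, SE 0.24, FDR = 0.264). That FDR was 0.0191 with the replicate block and 0.00531 with the block within each polarization, which was chosen after the data had been seen, and 8.31e-07 to 0.507 over all alternatives.

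**Figure D1:**
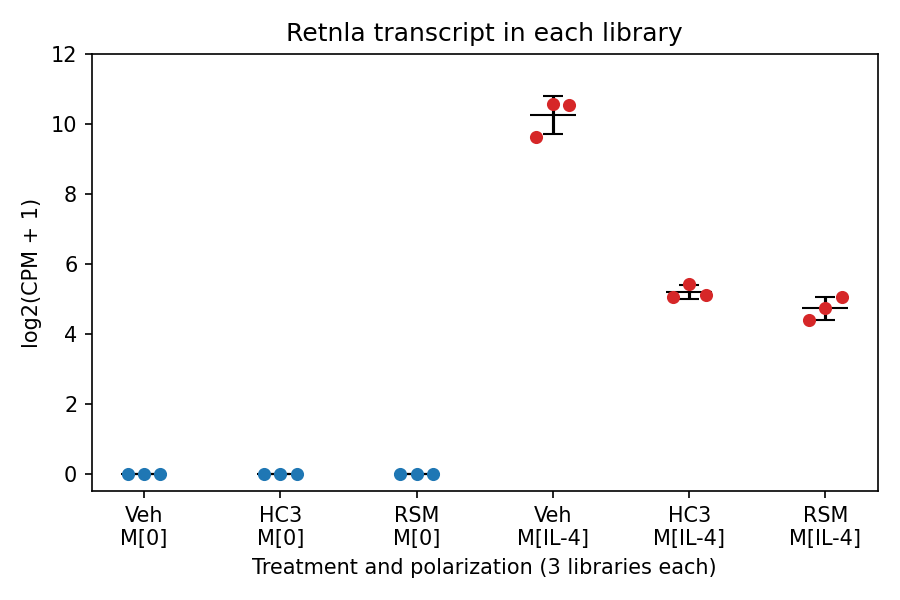
*Retnla* in each library as log2(CPM + 1), by treatment and polarization; points are the 3 libraries of a group, and bars are mean ± SD on that scale. The M[0] libraries all sit at 0, and the M[IL-4] libraries with HC3 or RSM sit below those with Veh.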

Importantly, we confirmed that *Retnla* was only expressed with IL-4 polarization and was one of the most strongly down-regulated gene by fold change compared to vehicle for both HC3 and RSM treatments (Fig 3A). 

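Across HC3 and RSM in M[0] and M[IL-4], 285 genes were called up and 264 called down in all 4 comparisons with vehicle. In M[0] alone both inhibitors raised 513 genes and lowered 566, and in M[IL-4] 444 and 579. Of 1085 genes called for both inhibitors in M[0], 6 moved in opposite directions, and of 1027 in M[IL-4], 4 did. Log2 fold changes of HC3 and RSM correlated across the 14979 genes with Pearson's r of 0.788 in M[0] and 0.792 in M[IL-4], where genes are not independent replicates. Sharing vehicle libraries gives such a correlation by itself. In 20 simulations with unchanged inhibitor groups against the same vehicle libraries, r reached at most 0.513 in M[0] and 0.518 in M[IL-4]. There, edgeR called 0 genes in any comparison, with at most 784 at an unadjusted p under 0.05; no other tool was run. Tested directly, HC3 and RSM differed in 456 genes in M[0] (315 without replicate 1 and 256 without replicate 3). In M[IL-4] they differed in 419 genes, and in 217 without replicate 3.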

We next performed Enrichr-KG analysis [23] on the top 100 shared genes up- and down-regulated by HC3 and RSM in both M[0] and M[IL-4]. These analyses indicated a conserved induction of unfolded protein response and ER stress pathway genes, such as *Trib3*, *Ern1*, *Ddit3* (Fig 3B and 3C). In contrast, both drugs downregulated genes involved in tyrosine phosphorylation and DNA replication (Fig 3D).

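*Trib3* (ENSMUSG00000032715), on chromosome 2 of GRCm38 from 152337422 to 152344032, rose from 3.32 ± 0.719 CPM with vehicle in M[0] to 315 ± 16.9 with HC3 and 298 ± 15.1 with RSM (SD, n = 3). In M[IL-4] it rose from 7.06 ± 1.04 CPM to 321 ± 19.1 and 335 ± 15.3. These are log2 fold changes of 6.57 and 6.49 in M[0] (SE 0.121 each, FDR = 2.18e-17 and 2.65e-17) and of 5.503 and 5.564 in M[IL-4] (SE 0.111 each, FDR = 1.06e-16 and 8.88e-17). *Ern1* (chromosome 11, 106394650 to 106487852) had 86.9 ± 3.52 CPM with vehicle in M[0], 341 ± 8.45 with HC3 and 289 ± 8.18 with RSM. Its log2 fold changes were 1.97 and 1.73 in M[0] and 2.28 and 1.92 in M[IL-4], with SE of 0.0643 to 0.0654 and the largest FDR at 3.45e-13. *Ddit3* (chromosome 10, 127290774 to 127296288) went from 15.4 ± 0.867 CPM to 155 ± 8.95 with HC3 and 122 ± 7.64 with RSM in M[0]. The log2 fold changes of *Ddit3* were 3.33 and 2.99 in M[0] and 2.88 and 2.47 in M[IL-4], with an FDR of 4.14e-13 or less; 3.97% of its exonic length overlaps *Mars* on the opposite strand. For all 3 genes, every inhibitor-treated library was above every vehicle library in both M[0] and M[IL-4].

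Of the 14 genes that Fig. 3C names, 12 were called up by HC3 and 12 by RSM in M[0], 11 and 13 in M[IL-4], and 10 in all 4 comparisons. All 14 rose with an FDR under 0.05 in each. Adjusted over the list alone, the same numbers were called, which is not independent evidence because the study chose the list on these samples. *Chac1* rose by 4.33 and 4.38 log2 units in M[0] and by 2.64 and 2.48 in M[IL-4], and *Atf4* by 1.77 and 1.74, and by 1.21 and 1.12.

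A separate list of 30 target genes of the integrated stress response, which shares no gene with Fig. 3C, rose in all 4 comparisons. Its medians were 1.33 and 1.51 in M[0] (camera FDR = 3.77e-19 and 4.98e-22) and 0.90 and 1.03 in M[IL-4] (FDR = 4.79e-14 and 1.13e-14), with 22, 28, 13 and 16 genes called up. A list of 25 ER chaperones and genes of ER-associated degradation had medians of 0.17 and 0.02 in M[0] (FDR = 0.0679 and 0.31) and of -0.0041 and -0.06 in M[IL-4] (FDR = 0.963 and 0.31); the median for HC3 in M[IL-4] was 0.04 when libraries were scaled by size only. For HC3 in M[0] the list passed with the replicate block (FDR = 0.0353), without the count filter (FDR = 0.024) and with scaling by library size only (FDR = 0.0294), at medians of 0.16 to 0.21; over all alternatives its FDR was 0.024 to 0.0946, and with fry it was 0.00786. From Enrichr-KG analysis of the top shared genes, the paper reports a conserved induction of unfolded protein response and ER stress pathway genes.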

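Of the 8 genes that Fig. 3D names, 3 were called down by HC3 and 5 by RSM in M[0], and 7 and 6 in M[IL-4]. Without the fold threshold, 7 fell with HC3 in M[0] and all 8 in each of the other comparisons. *Ptpn6* and *Pdgfb* were called down in all 4. *Ptpn6*, a tyrosine phosphatase gene, had 328 ± 3.65 CPM with vehicle in M[0], 115 ± 3.02 with HC3 and 137 ± 5.90 with RSM (SD, n = 3); 6.96% of its exonic length overlaps a gene on the opposite strand. Its log2 fold changes were -1.51 and -1.26 in M[0] and -1.20 and -1.05 in M[IL-4], with an FDR of 8.91e-11 or less. *Pdgfb* fell by 1.47 and 2.31 log2 units in M[0] and by 1.43 and 2.55 in M[IL-4]. *Lyn* was called for HC3, at -1.25 in M[0] and -1.00 in M[IL-4], and the latter call was lost under 5 of the 11 alternatives, among them without replicate 2 and without replicate 3; 37.6% of its transcript has near-identical copies in other genes. For RSM, *Lyn* fell by 0.89 and 0.94, and *Ptk2b* fell by 0.59 to 0.88 in the 4 comparisons. *Flt1* did not change with HC3 in M[0] (0.13, FDR = 0.749) and fell by 1.47 in M[IL-4].

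The replication genes *Mcm5*, *Mcm6* and *Mcm7* fell with HC3 in M[0] by 0.92, 0.77 and 0.56 log2 units, each with an FDR under 0.05 but short of the fold threshold. In M[IL-4], HC3 lowered them by 1.83, 1.09 and 1.49 and RSM by 2.43, 1.40 and 1.97, all called. For RSM in M[0], *Mcm7* stood just short of the threshold (fell by 0.997 log2 units, FDR = 4.77e-08) and was called with only the compared groups, with mitochondrial genes left out and without replicate 2; 7.25% of its exonic length overlaps *Ap4m1* on the opposite strand.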

**Fig 3:**
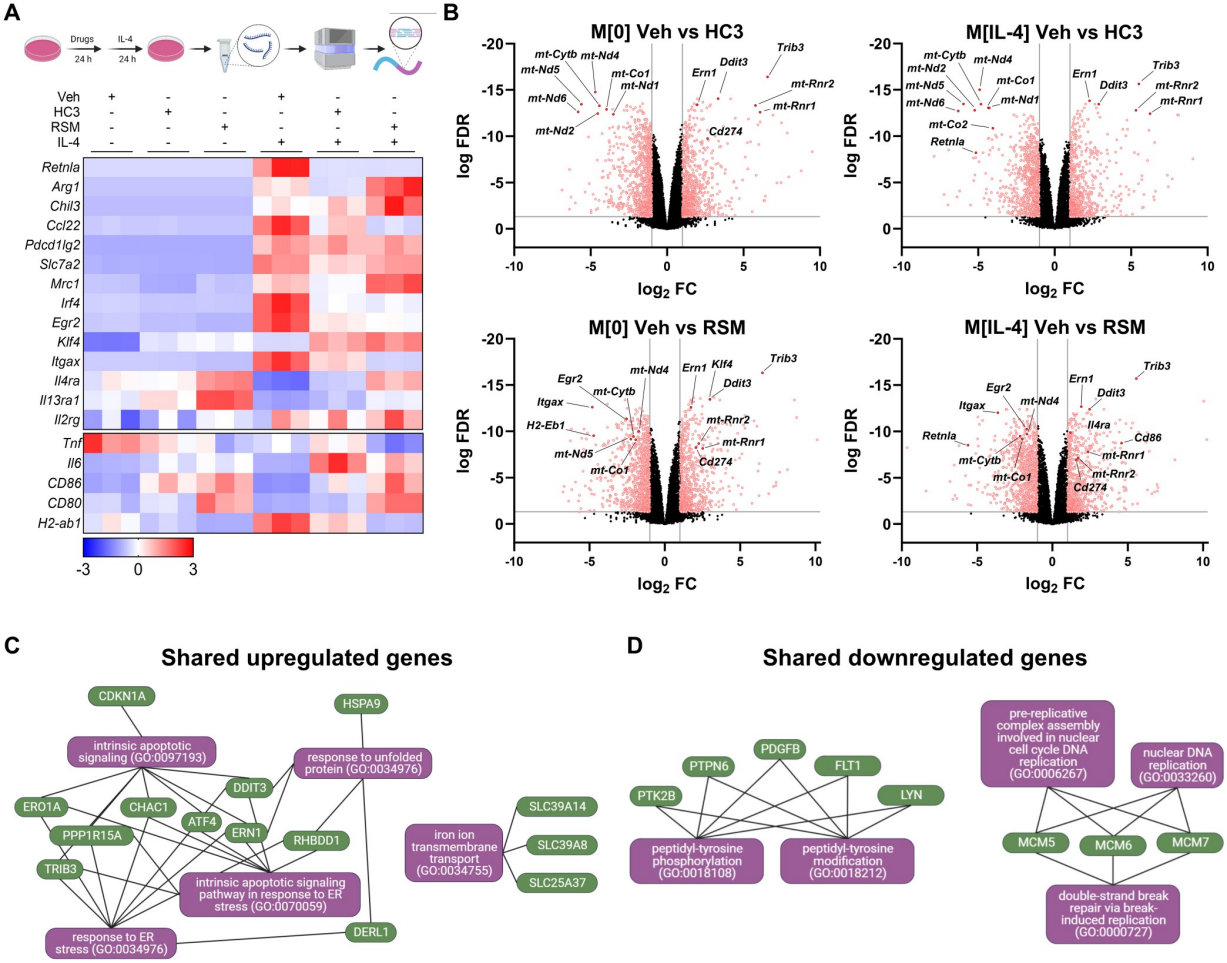
Inhibiting choline metabolism drives pronounced changes in gene transcription in naïve and IL-4-polarized macrophages. A) Schematic of bulk RNA-seq sample preparation. Heatmap of z-scores for select genes of interest. n = 3. B) Volcano plots of comparisons between Veh and HC3 or RSM in M[0] or M[IL-4]. Red dots represent genes with false discovery rate (FDR) < 0.05 and log_2_ fold change (FC) < -1 or > 1. Select genes of interest are annotated. C-D) The top significantly up- or down-regulated genes shared in all comparisons in B) were analyzed by Enrichr-KG to identify common pathways. Schematics were created using BioRender.

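Among the genes of the heat map in Fig. 3A, *Arg1* (ENSMUSG00000019987) had 181 ± 27.2 CPM with vehicle in M[IL-4], 50.3 ± 9.70 with HC3 and 465 ± 88.8 with RSM (SD, n = 3). Its log2 fold changes were -1.85 (SE 0.153, FDR = 1.69e-08) and 1.36 (SE 0.147, FDR = 4.88e-07), and HC3 and RSM differed by -3.21 (FDR = 1.67e-10). *Chil3* rose with RSM in M[IL-4] (1.54, FDR = 4.81e-05) and by 0.38 with HC3 (FDR = 0.21; 0.000211 with the replicate block and 0.498 without replicate 3). *Mrc1* was lower with HC3 (-0.75, FDR = 3.9e-05) and higher with RSM (0.79, FDR = 2.08e-05), both short of the fold threshold. By qPCR, in separate experiments, the paper reports that the inhibitors did little to *Arg1*, *Mrc1* and *Chil3*. *Irf4* was called down in M[IL-4] by HC3 (-2.28) and RSM (-2.45), as were *Egr2* (-1.35 and -1.71), *Itgax* (-1.17 and -3.62) and *Ccl22* (-1.28 and -3.58); the call of *Ccl22* for HC3 was lost without replicate 1 and without replicate 3. *Klf4* was called up, by 1.07 and 1.25. *Pdcd1lg2* did not change (-0.06 and -0.04, FDR = 0.831 and 0.891). With scaling by library size only, its log2 fold change with RSM was 0.01. *Il4ra* rose by 0.60 with HC3 (FDR = 9.58e-07, short of the fold threshold) and by 1.18 with RSM (FDR = 1.35e-10), and *Il13ra1* by 0.54 (FDR = 0.00205; 0.0882 without replicate 2) and 1.12; 9.51% of the exonic length of *Il4ra* overlaps a gene on the opposite strand.

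*Cd86* rose with both inhibitors, by 2.35 and 2.75 in M[0] and by 3.60 and 4.59 in M[IL-4]. *Il6*, which stayed at 5.44 ± 1.15 CPM or less, was called up in all 4 comparisons. *Tnf* was called down by RSM in M[0] (-1.10, FDR = 0.000464) and not without replicate 2, and was not called otherwise with all libraries. *H2-Ab1* and *H2-Eb1* fell with RSM, with log2 fold changes of -3.41 and -4.73 in M[0] and of -3.27 and -3.85 in M[IL-4]. With HC3 in M[IL-4], *H2-Ab1* fell by 0.95 and was called only without replicate 1, and *H2-Eb1* fell by 1.08 and was not called without replicate 3. Of 65 tested genes that the paper names for these data, 36 and 42 were called for HC3 and RSM in M[0] and 42 and 48 in M[IL-4]; adjusted over the list alone the counts were 37, 43, 42 and 48, which is not independent evidence because the study chose the genes on these samples.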

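Among called genes with a mean of at least 50 counts in the higher group and the same direction in every same-numbered pair of libraries, *F5*, the gene for coagulation factor V, rose furthest of those with more than 3 counts in the lower group. Its log2 fold change with RSM was 8.602 in M[0] (SE 0.28, FDR = 6.05e-14) and 10.05 in M[IL-4] (SE 0.312, FDR = 8.65e-14), from 0.483 ± 0.242 CPM to 191 ± 26.1 and from 0.204 ± 0.0567 to 224 ± 24.4; 3.53% of its exonic length overlaps a gene on the opposite strand. *Ffar2* rose by 8.04 with HC3 in M[IL-4] (SE 0.325, FDR = 9.87e-13). *Gm16587*, which had no counts with vehicle, reached 278 and 428 counts over 3 libraries with HC3 and RSM in M[0] and 191 and 464 in M[IL-4]; 21.6% of its exonic length lies opposite *Selp*, so part of its counts may be those of *Selp*. *Selp* went from 1 count to 337 with HC3 and 625 with RSM in M[0]. *Gm19410* went from no counts to 169 with HC3 in M[0], and *Gbp11* from 1 count to 405 with RSM in M[IL-4].

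Large falls, apart from transcripts of the mitochondrial chromosome, included those of *Adgre4* with RSM (-6.21) and HC3 (-5.14) in M[0] and of *Cx3cr1* with RSM in M[0] (-5.52). In M[IL-4], *Myh15* went from 290 counts to none with RSM. With HC3 in M[IL-4] the largest falls were those of *mt-Tl1* (318 counts to 1), *mt-Nd6* and *Gm28439* (285 counts to 2), the last a nuclear copy whose 876 bp match *mt-Nd4* at 98% identity or more over 100.0% of their length.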

### Choline metabolism inhibition profoundly alters mitochondrial morphology and function

Macrophage metabolism is highly responsive to exogenous stimuli [24]. In response to IL-4, glycolysis, glutaminolysis, and oxidative phosphorylation are up-regulated [25]. 

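The mitochondrial rRNA genes *mt-Rnr1* and *mt-Rnr2* and 12 of the 13 mRNA genes of the mitochondrial chromosome passed the count filter. *mt-Rnr1* (ENSMUSG00000064337; position 70 to 1024) rose from 136 ± 24.4 CPM with vehicle in M[0] to 9211 ± 1693 with HC3 and 775 ± 121 with RSM (SD, n = 3). Its log2 fold changes were 6.08 (SE 0.231, FDR = 2.31e-13) and 2.51 (SE 0.197, FDR = 6.72e-09) in M[0], and 6.24 and 2.36 in M[IL-4]. *mt-Rnr2* rose by 5.79 and 2.26 in M[0] and by 5.31 and 1.71 in M[IL-4]. In contrast, *mt-Nd5* (ENSMUSG00000064367; 11742 to 13565) fell from 2111 ± 219 CPM to 43.4 ± 5.22 with HC3 and 442 ± 53.3 with RSM in M[0]. Its log2 fold changes were -5.604 (SE 0.176, FDR = 4.04e-14) and -2.26 (SE 0.15, FDR = 6.46e-10) in M[0], and -5.96 and -2.19 in M[IL-4]. For *mt-Rnr1* and *mt-Nd5*, every inhibitor-treated library lay beyond every vehicle library in the same direction.

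The median over the 12 mRNAs was -3.88 with HC3 and -1.69 with RSM in M[0] (camera FDR = 7.4e-15 and 7.28e-08), and -4.75 and -1.92 in M[IL-4] (FDR = 9.8e-18 and 1.6e-09). The alternative that moved any of these medians most was leaving out replicate 3, with -4.89 for HC3 in M[IL-4]. Read pairs that match a nuclear copy as well may be lost at the mapping quality the authors required, which was not tested directly. For 5 mRNAs (*mt-Atp6*, *mt-Co2*, *mt-Co3*, *mt-Nd3* and *mt-Nd4l*), a nuclear transcript covers nearly all of their length at 98% identity or more. Of the other 7, *mt-Co1* and *mt-Nd4* match one over part of their length. The 5 mRNAs without any near-identical copy (*mt-Nd1*, *mt-Nd2*, *mt-Nd5*, *mt-Nd6* and *mt-Cytb*) had medians of -4.54 and -2.08 in M[0] and of -5.23 and -2.15 in M[IL-4], and all 5 were called down in each comparison. *mt-Nd3*, with a copy, was not lower with RSM in M[0] (0.29, FDR = 0.393).

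**Figure D2:**
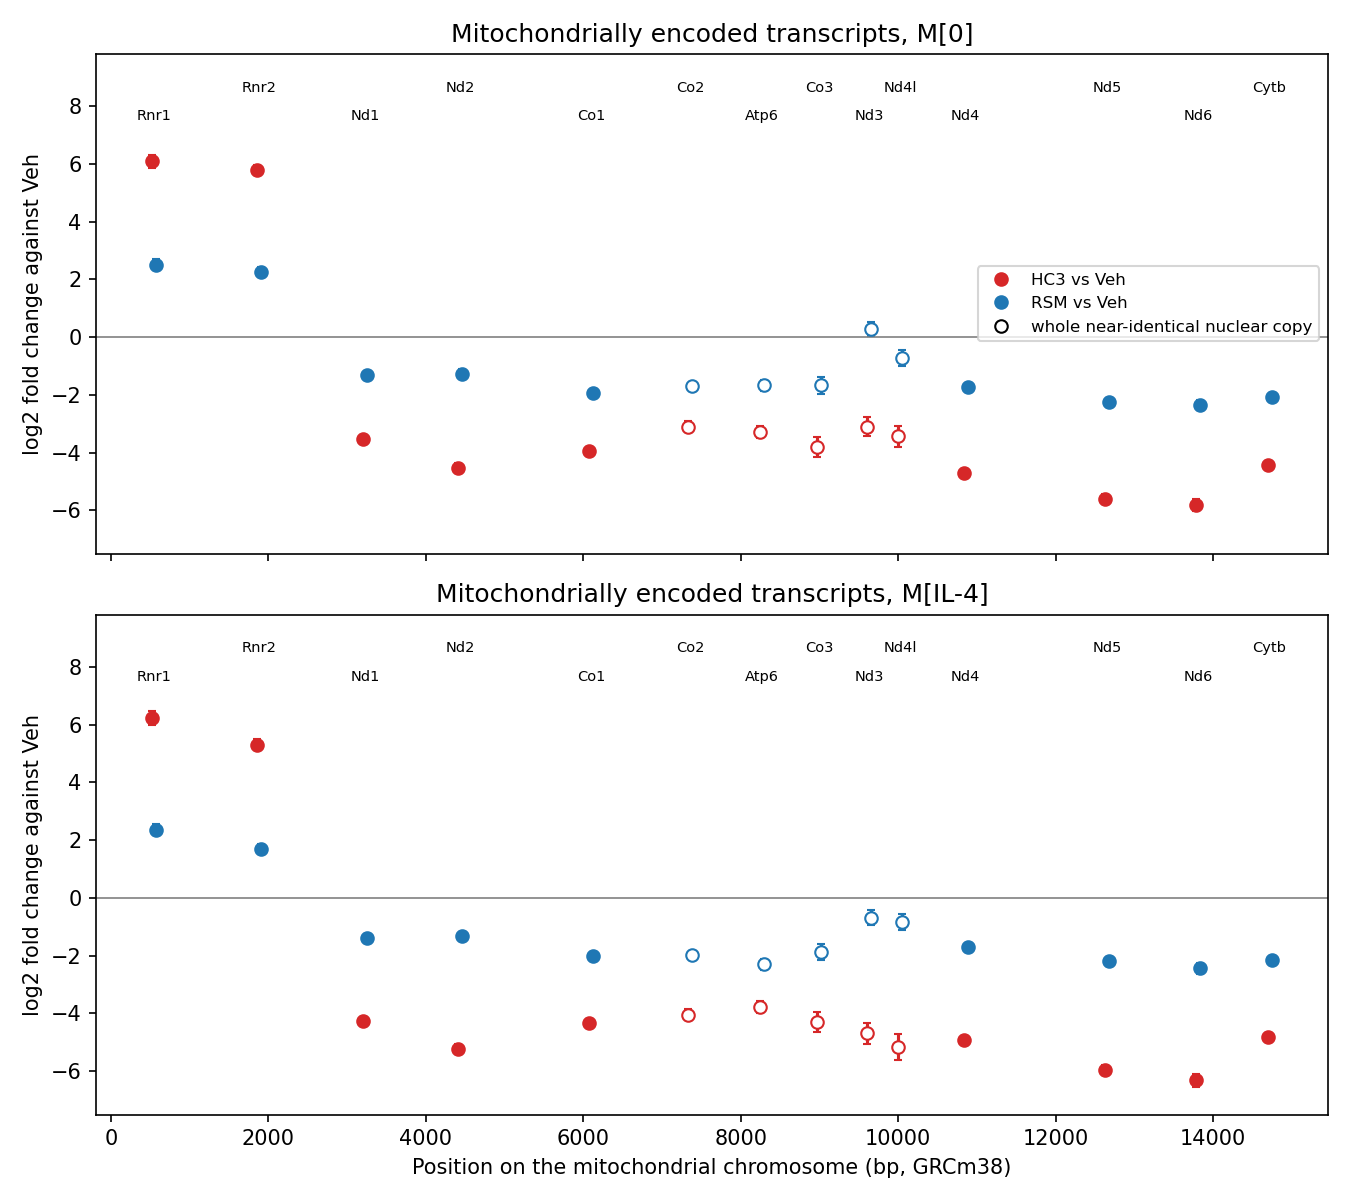
Log2 fold change against Veh of the transcripts of the mitochondrial chromosome at their position in bp (GRCm38), in M[0] (top) and M[IL-4] (bottom). Red is HC3 and blue is RSM, bars are the standard error, and hollow points have a whole near-identical nuclear copy. The 2 rRNA genes at the left lie above 0 and the mRNAs below it, with *mt-Nd3* under RSM in M[0] as the exception.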

The inhibition of choline metabolism led to a dramatic decrease in select electron transport chain (ETC) genes encoded in the mitochondrial genome, with concomitant up-regulation of two mitochondrial ribosomal genes (*mt-Rnr1*/*mt-Rnr2*) (Fig 4A). Immunoblot analysis of ETC complexes showed a strong trend toward reductions in complexes I-IV with HC3 and RSM (Fig 4B), though only changes in complex I was significantly different (S5A Fig). To interrogate further, we performed extracellular flux analysis and as expected, oxygen consumption rate (OCR) and spare respiratory capacity (SRC) were increased in M[IL-4] compared to M[0] (Fig 4C-I). Treatment with HC3 or RSM resulted in a potent reduction of SRC (Fig 4H). Presumably as a compensatory mechanism, glycolysis as measured by extracellular acidification rate (ECAR) was modestly elevated by HC3 and highly increased by RSM (Fig 4D and 4F), effects reminiscent of complex I inhibition. We used a recently refined method to calculate energy derived from glycolysis (ATP_Glyco_) or oxidative phosphorylation (ATP_OXPHOS_) using extracellular flux assay values [26]. This showed that although ATP_OXPHOS_ was diminished with HC3 or RSM, overall ATP production remained relatively stable (Fig 4J). To understand the kinetics of these effects, we next assessed the time needed for metabolic changes in response to choline kinase inhibition. Prior to washing the assay plate, just 5 minutes of RSM treatment was sufficient to partially reduce ATP_OXPHOS_ production, while 1 hour of treatment strongly reduced ATP_OXPHOS_ (S5B Fig). However, direct injection of RSM instead of rotenone/antimycin A failed to reduce OCR (S5C Fig). This suggests that while rapid, the inhibitory effect on oxidative metabolism is indirect by way of general mitochondrial disruption rather than a direct off-target activity on ETC complexes.

**Fig 4:**
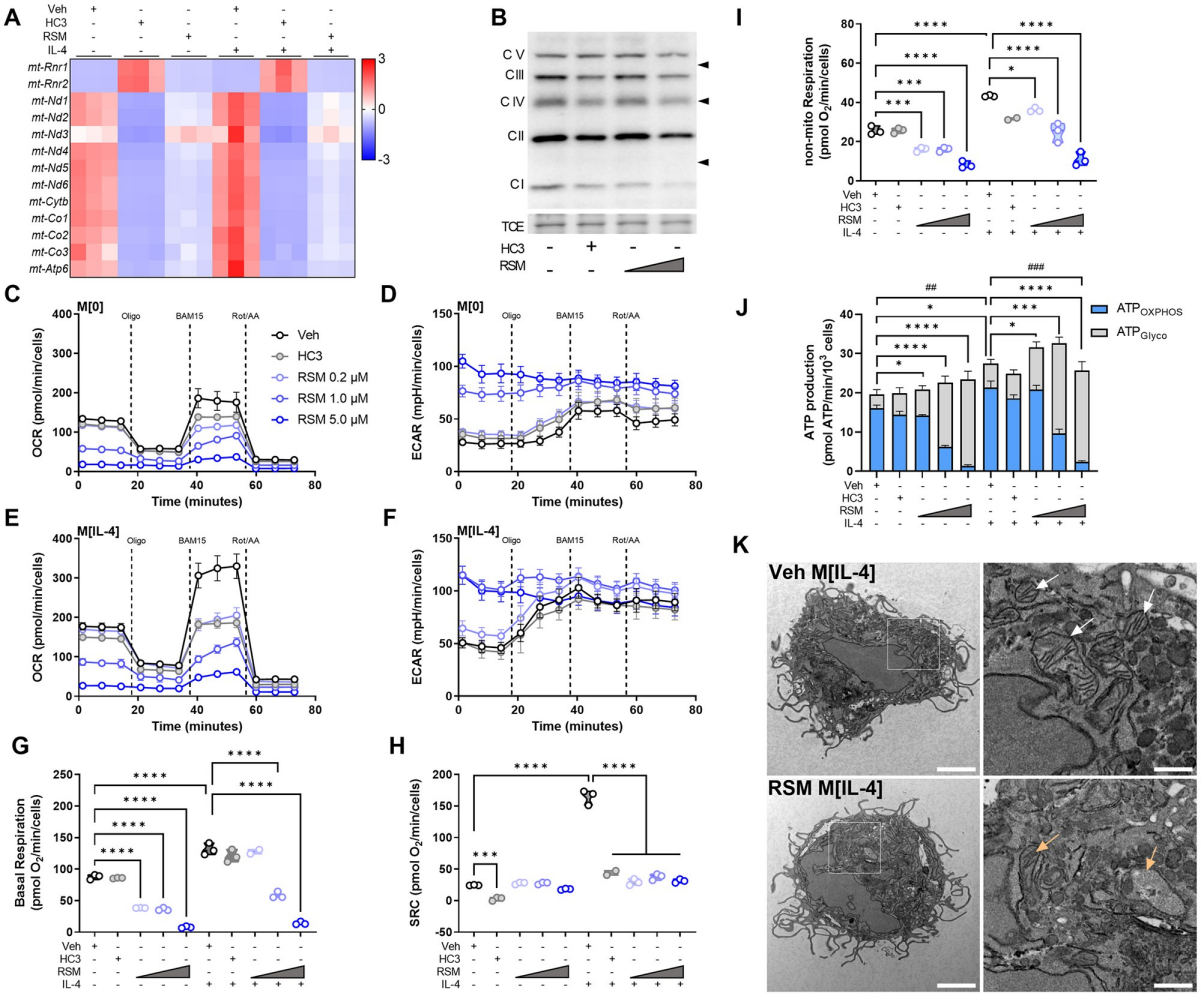
Inhibiting choline metabolism impairs mitochondrial structure and function. A) Heatmap of z-scores for select mitochondrially-encoded genes. B) Western Blot of electron transport chain complexes I to V in macrophages treated with vehicle (DMSO), HC3 (250 μM), or RSM (1 or 5 μM). Total protein by trichloroethanol (TCE) staining shown for normalization. Representative blots of n = 3. C-I) Mito Stress Test assay of extracellular flux with sequential treatments of 1.5 μM oligomycin, 14 μM BAM15, and 1 μM rotenone/1 μM antimycin A/Hoechst 33342. Oxygen consumption rate (OCR) of M[0] (C) or M[IL-4] (E) treated with DMSO (Veh), HC3 (250 μM), or different concentrations of RSM. Extracellular acidification rate (ECAR) in M[0] (D) or M[IL-4] (E). Derived parameters of basal respiration (G), spare respiratory capacity (H), or non-mitochondrial respiration (I) from (C) and (E). Measurements (n = 3 in triplicate) were normalized to an arbitrary cell factor determined by Hoechst 33342 nuclei counts. One-way ANOVA with Šídák’s test for multiple comparisons (*** p < 0.001, **** p < 0.0001). J) Bioenergetics analysis of ATP produced through oxidative phosphorylation (ATP_OXPHOS_) or glycolysis (ATP_Glyco_). Measurements (n = 3 in triplicate) were normalized per 10^3^ cells. Mixed-effects analysis with Tukey’s test for multiple comparisons (ATP_OXPHOS_: ## p < 0.01, ### p < 0.001; ATP_Glyco_: * p < 0.05, *** p < 0.001, **** p < 0.0001). K) Transmission electron micrographs of macrophages treated with vehicle (DMSO) or RSM (5 μM) in M[IL-4]. Scale bars represent 2 μM (left) or 0.5 μM (right insets). White arrows indicate healthy mitochondria with intact cristae, orange arrows indicate mitochondria with aberrant membrane structure or absent cristae. Representative images from n = 3 and at least 10 cells imaged per condition. No cells with intact mitochondria were observed with RSM treatment.

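The tRNA genes of the mitochondrial chromosome fell with HC3, by a median of 3.71 log2 units in M[0] and of 4.95 in M[IL-4] over the 13 tested (camera FDR = 7e-08 and 1.36e-10). With RSM their medians were 0.24 in M[0], where the mean was -0.17 (FDR = 0.724), and -0.51 in M[IL-4] (FDR = 0.0679). The latter passed with only the compared groups (FDR = 0.0226), with scaling by library size only (FDR = 0.0429) and without replicate 1 (FDR = 0.0132), and also with fry (FDR = 0.0108). The 5 mRNAs with a whole nuclear copy gave at most 23.0 CPM per kb with vehicle in M[0], and the other 7 gave at least 816. Nuclear genes for subunits of the respiratory chain and ATP synthase (76 tested) had medians of 0.05 and -0.02 in M[0] (FDR = 0.536 and 0.668), and the median with RSM was 0.04 when libraries were scaled by size only. In M[IL-4] their medians were -0.22 with HC3 and -0.23 with RSM (FDR = 0.000164 and 2.12e-06), with 1 gene called down for HC3. Without replicate 3 the median for HC3 was -0.10 (FDR = 0.0343). The 77 genes for proteins of the mitochondrial ribosome rose in M[0] by a median of 0.18 and 0.14 (FDR = 0.000829 and 0.0081; with DESeq2 0.0726 for RSM) and did not move in M[IL-4] (0.02 and 0.03, FDR = 0.597 and 0.871).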

TEM images of RSM-treated M[IL-4] displayed a near complete lack of intact mitochondria with normal cristae structure (Fig 4K). We also observed examples of engulfed mitochondria in RSM-treated M[IL-4] cells, indicative of mitophagy as seen by others [5]. In line with this and previous reports, choline metabolism inhibition also impaired mitochondrial membrane potential (S5D Fig). Together, these results suggest that choline inhibition causes a rapid, though not immediate, deterioration of mitochondrial health that culminates in near complete mitochondrial dysfunction.

### Choline kinase inhibition in vivo reduces tissue-resident macrophage RELMα

RELMα is strongly up-regulated upon IL-4 treatment *in vitro* but is also expressed endogenously in tissue-resident macrophages throughout the body, especially serosal cavity macrophages [27, 28]. We next sought to pharmacologically block choline metabolism *in vivo* to interrogate whether this could mimic changes in IL-4 responses observed in cultured cells. Mice were dosed with RSM (3 mg/kg i.p.) every other day for seven days (Fig 5A). Previously, long-term RSM administration in preclinical tumour models resulted in significant reduction in tumour growth [17], highlighting its low toxicity and therapeutic potential. Surprisingly, RSM treatment resulted in drastic remodelling of peritoneal exudate cell (PEC) populations (Fig 5B). Uniform manifold approximation and projection plots show a reduction in B cells, macrophages and eosinophils, and an increase in Gr-1^+^ polymorphonuclear cells (PMNs) and monocytes. Furthermore, intracellular RELMα levels were significantly decreased in large (CD11b^+^F4/80^hi^), and small (CD11b^+^F4/80^lo^) PEC macrophages (LPM and SPM) taken from RSM-treated mice compared to vehicle control (Figs 5C and gating in S6A). Moreover, expression of PD-L1 was also significantly increased and PD-L2 reduced compared to vehicle-treated mice, which mirrored *in vitro* results (Fig 5D and 5E). The suppressive effect of RSM on LPM and SPM, which contained moderate or high levels of intracellular RELMα was evident following just two doses, separated by 48 h (S6B and S6C Fig).

**Fig 5:**
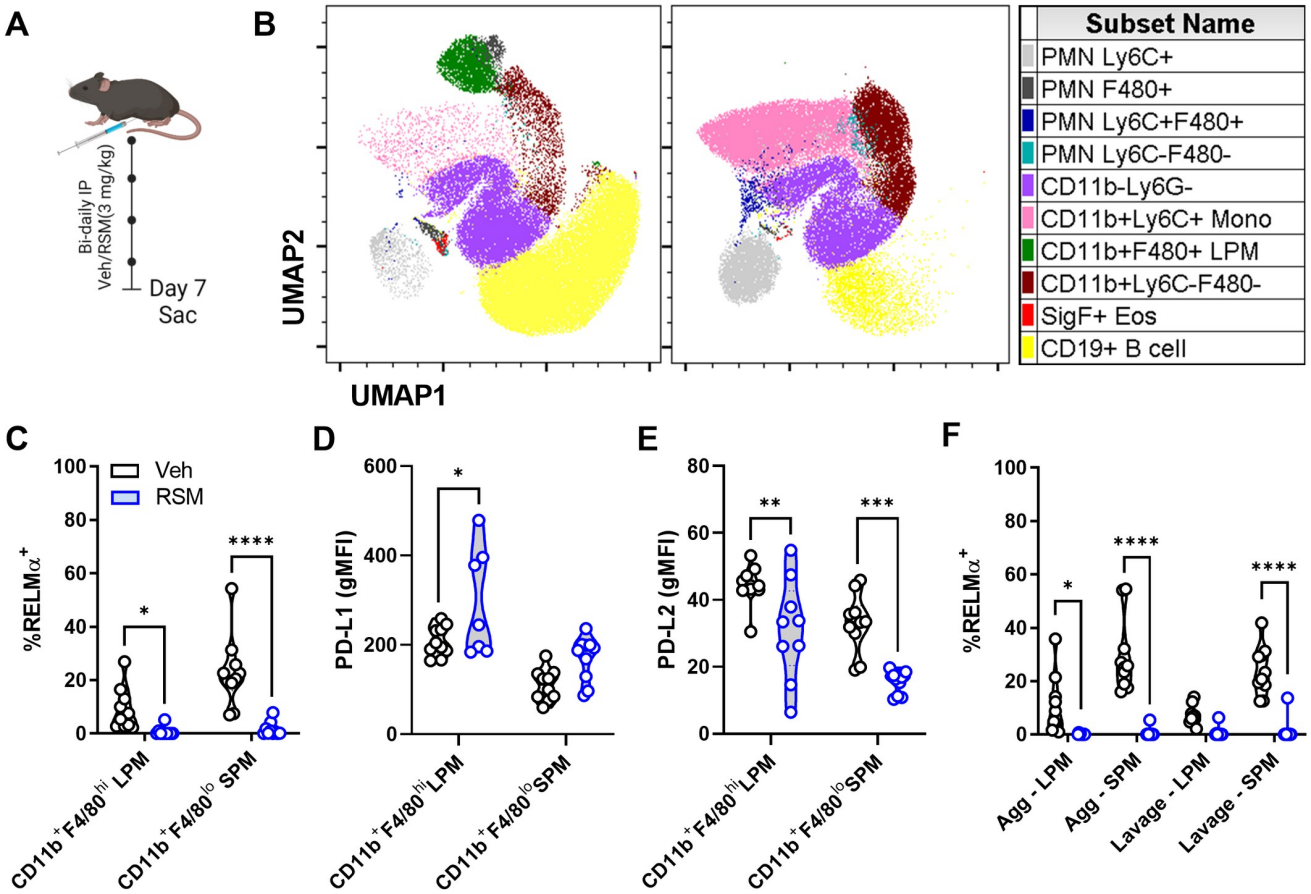
*In vivo* choline kinase inhibition remodels peritoneal cell populations and impairs RELMα expression. A) Schematic of 7-day *in vivo* choline kinase inhibition. Mice were treated intraperitoneally with vehicle (40% DMSO in PBS) or RSM-932a (3 mg/kg) every other day for 6 days and sacrificed on day 7. B) UMAP of peritoneal cell populations. n = 9–10, representing 2 independent experiments. C) Intracellular RELMα expression in live CD11b^+^F4/80^hi^ large (LPM) and CD11b^+^F4/80^lo^ small (SPM) peritoneal macrophages. Two-way ANOVA with Šídák’s test for multiple comparisons (* p < 0.05, **** p < 0.001). D-E) PD-L1 or PD-L2 expression (gMFI) in live CD11b^+^F4/80^hi^ LPM and CD11b^+^F4/80^lo^ SPM. Two-way ANOVA with Šídák’s test for multiple comparisons (* p < 0.05, ** p < 0.01, *** p < 0.001). F) Intracellular RELMα expression in LPM and SPM isolated from peritoneal cavity aggregates or suspended lavage cells. Two-way ANOVA with Šídák’s test for multiple comparisons (* p < 0.05, **** p < 0.0001). Schematics were created using BioRender.

Inflammation, infection, or sterile injury of serosal (peritoneal and pleural) cavities cause the disappearance of LPM from serosal fluids (termed macrophage disappearance reaction or macrophage disturbance of homeostasis reaction (MDHR) [29]. Several recent studies have shown that these macrophages are primarily forming aggregates within the cavity or localizing to the omentum [30]. We adapted a recently published comprehensive methodology [30, 31] to address MDHR in our studies by analyzing potential sites of LPM egress: floating and adherent cellular aggregates, homing to the omentum, and migration to draining lymphatics. We found that aggregated MHCII^lo^ LPM and MHCII^+^ SPM in RSM-treated mice expressed nearly no RELMα, similar to suspended lavage cells (Fig 5F). Thus, *in vivo* inhibition of choline metabolism restructures endogenous tissue-resident macrophage phenotypes and supresses RELMα in multiple tissue compartments.

RELMα is further found in white adipose tissue (WAT) and lung, and though previously thought to be an adipokine [32], RELMα is mainly produced by WAT macrophages. Short-term RSM treatment increased WAT *Emr1* expression (S6D Fig) and matched the pattern of *in vitro* choline uptake or Chkα inhibited BMDM with decreased *Retnla*, increased *Chil3*, and unchanged *Mrc1* (S6E–S6G Fig).

### Inhibiting choline metabolism with RSM improves measures of chemical-induced colitis

The link between choline metabolism and RELMα was unexpected. To further probe the functional consequences of altering RELMα levels under pathophysiological conditions, we used dextran sodium sulfate (DSS) to chemically induce a state of colitis in female C57BL/6J mice over a 7-day protocol, where mice were given vehicle or RSM (3 mg/kg i.p.) bi-daily (S6H Fig). While there were no significant differences in body weight (S6I Fig), colon length was significantly longer and hemoccult was significantly lower in RSM-treated mice compared to control, respectively (S6J and S6K Fig). This is entirely consistent with previous reports where *Retnla*-deficient mice were protected against DSS-induced colitis [33].

### Choline inhibition shifts peritoneal immunity and impairs M[IL-4] polarization to multiple helminth infections

Our data suggest a role for choline metabolism in supporting IL-4-induced (Th2) responses *in vitro* and *in vivo*. To interrogate choline metabolism function in the physiologic setting of a Th2-skewed environment driven by helminth infection, we infected female mice with *Heligmosomoides polygyrus* (*Hp*), a parasitic nematode that colonizes the small intestine and drives protective M[IL-4]-like responses [34]. Intestinal *Hp* infection induces significant peritoneal cavity inflammation and macrophage M[IL-4] responses [35]. The striking RSM-induced changes in the peritoneal immune landscape of naïve mice was exacerbated during *Hp* infection (Figs 6A and S7A). We detected more than a 10-fold increase in peritoneal cells compared to naïve mice and during infection, there was a significantly lower number total cells when mice were treated with RSM (Fig 6B). There was a substantial drop in eosinophils and B-1 cells in RSM-treated mice, accompanied by a rise in monocytes and neutrophils, both by frequencies and total cell numbers (Fig 6C–6F). Peritoneal macrophages were also decreased by RSM treatment in both naïve and infected mice (Fig 6G). Bulk peritoneal macrophages showed differences in CD206, CD86, and PD-L1 in infected mice treated with RSM (Fig 6H–6J), similar to immunofluorescent staining and in naïve mice (Fig 5D). For acute *Hp*-infected mice, we further refined peritoneal macrophage classification into MHCII^hi^ SPM and MHCII^lo^ LPM. The numbers and frequencies of MHCII^hi^ and MHCII^lo^ peritoneal macrophages were decreased upon RSM treatment (S7B Fig). CD86 and PD-L1 were increased whereas CD206 was up-regulated in both populations, with a stronger effect seen in MHCII^lo^ macrophages (S7C–S7E Fig). In contrast, PD-L2 was decreased only in MHCII^hi^ macrophages in RSM-treated mice (S7F Fig). These results were directly recapitulated during chronic *Hp* infection and RSM treatment, where we observed differences in resident peritoneal immune populations, as well as changes in macrophage expression of CD86 and CD206 (S8A–S8F Fig). Taken together, these data support a major role for choline metabolism in sustaining RELMα expression and shaping the composition and phenotype of immune populations *in vivo*.

**Fig 6:**
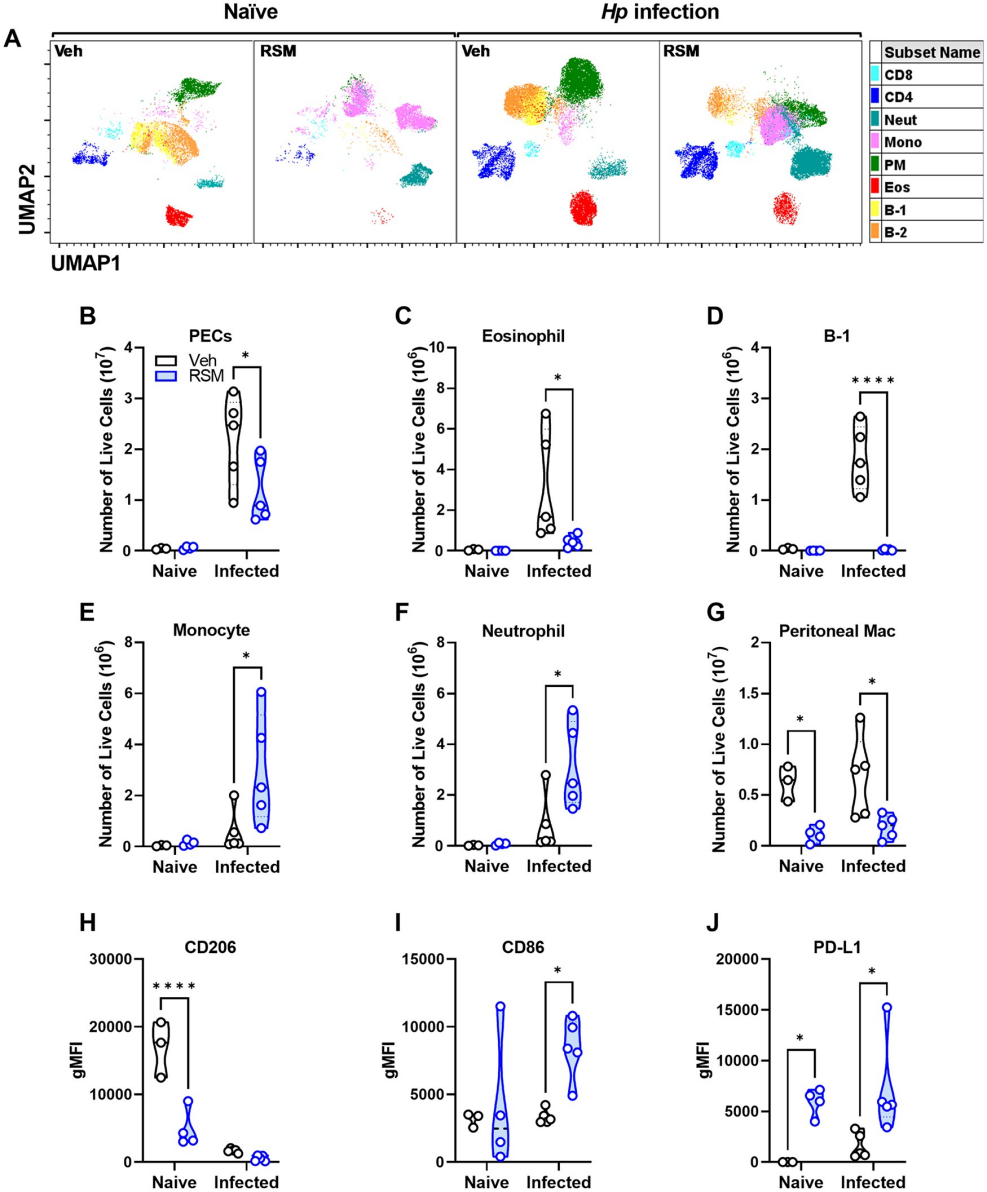
*In vivo* choline kinase inhibition in naïve mice and primary intestinal helminth infection alters peritoneal cell populations and macrophage alternative activation. A) UMAP plots of peritoneal cells (PECs) from naïve and *H*. *polygyrus*-infected mice treated with vehicle or RSM-932a. See S6A Fig for population gating. B-G) Enumeration of B) total PECs, C) eosinophils, D) monocytes, E) B-1 cells, F) neutrophils, G) peritoneal macrophages among live PECs. n = 3–4 (naïve) or n = 5 (infected). Two-way ANOVA with Šídák’s test for multiple comparisons (* p < 0.05, ** p < 0.01, *** p < 0.001, **** p < 0.0001). H-J) CD206, I) CD86, or J) PD-L1 expression (gMFI) on peritoneal macrophages. n = 3–4 (naïve) or n = 5 (infected). Two-way ANOVA with Šídák’s test for multiple comparisons (* p < 0.05), representative of 2 experiments.

### Choline kinase inhibition does not affect helminth burden despite dramatic blunting of RELMα

Given the dramatic shift in peritoneal immune landscape, we next aimed to assess how markers of parasite burden may be affected. Mice were orally infected with *Hp* larvae and left for 8 days to allow parasites to develop into adults within the intestinal lumen, followed by treatment with RSM or vehicle every two days. Naïve mice were also treated with RSM at the same dose and interval to serve as controls for infection (Fig 7A). Treatment with RSM had modest effects on the weight of naïve or *Hp*-infected mice, with the trend of decreasing weight gain but no change in final weights between groups (Fig 7B and 7C). IL-4-polarized macrophages have been shown to play an important role in reducing helminth parasite burden [36]; yet, neither egg nor worm burden were affected following RSM treatment (Fig 7D and 7E). *Hp* infection significantly increased RELMα levels in the peritoneal fluid and serum; nevertheless, consistent with *in vitro* and *in vivo* observations, RELMα levels were significantly decreased with RSM treatment (Fig 7F and 7G). Furthermore, the presence of CD206^+^ and RELMα^+^ cells in intestinal tissue, the primary site of infection, was also reduced (Fig 7H–7J). To determine whether macrophage derived RELMα was specifically affected by RSM treatment, intestinal tissue sections were co-stained with F4/80 and RELMα and double positive cells quantified. This analysis revealed that *Hp* infection strongly induced F4/80^+^RELMα^+^ cells in the intestine, but these were significantly reduced by RSM treatment (Fig 7K and 7L).

**Fig 7:**
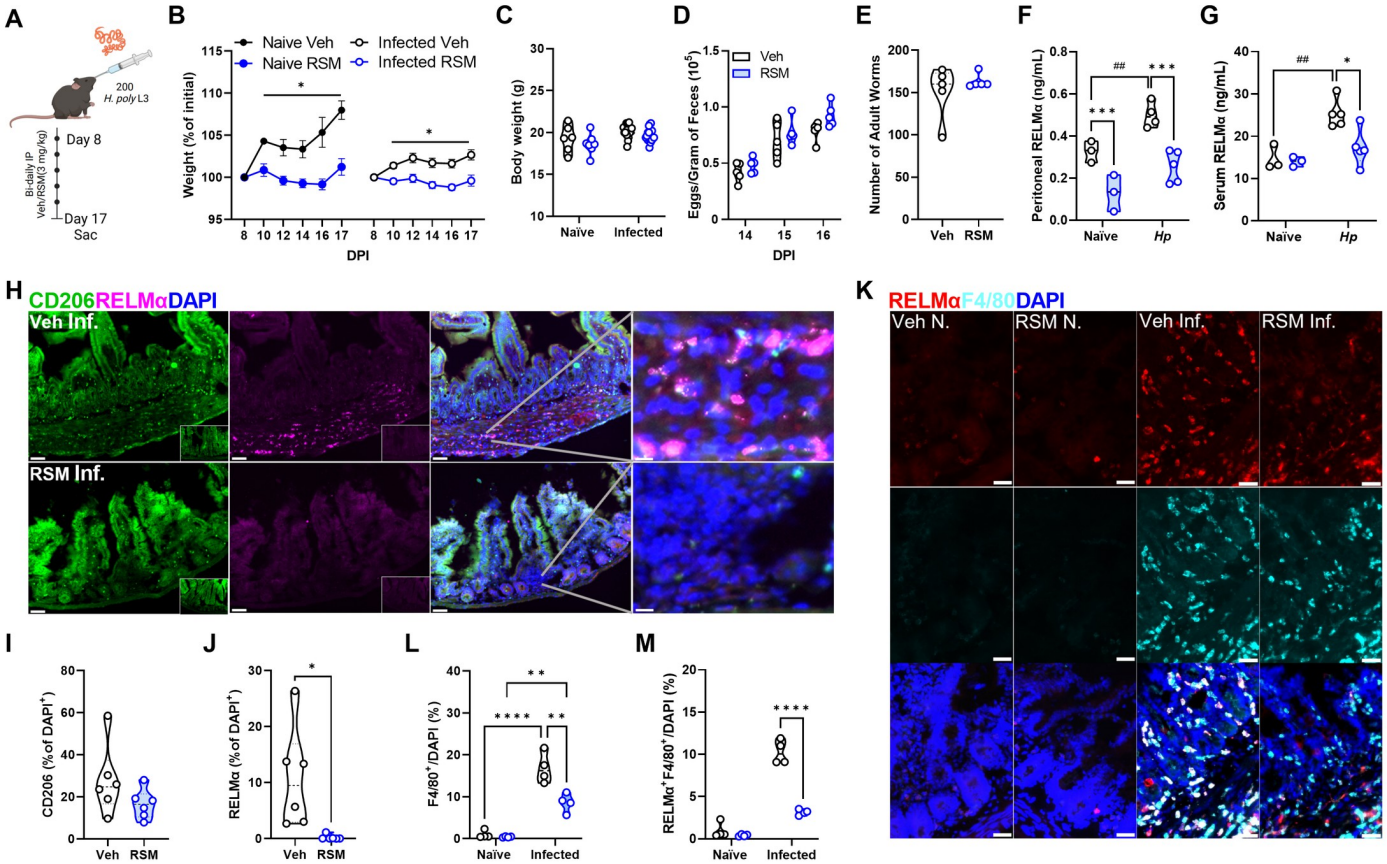
*In vivo* choline kinase inhibition during primary infection impairs systemic and intestinal RELMα and intestinal macrophage alternative activation. A) Schematic of primary infection with 200 *H*. *polygyrus* (*Hp*) L3 larvae through oral gavage. Mice were treated intraperitoneally with vehicle (40% DMSO in PBS) or RSM-932a (3 mg/kg) every other day for 8 days starting on day 8 and sacrificed on day 17. B-C) Percentage of weights at start of vehicle or RSM injections at 8 DPI with *H*. *polygyrus* (B) or final weights at day 17 (C). Mixed-effects analysis with Tukey’s test for multiple comparisons (* p < 0.05). D-E) Eggs in feces were counted at multiple time points after infection, and E) adult worms were isolated from the small intestine and enumerated on the day of sacrifice. Values represent means ± SEM (n = 3–5 mice per group), representative of 3 experiments. Two-way ANOVA with Šídák’s test for multiple comparisons and unpaired t test (ns). F-G) Detection of serum and G) peritoneal fluid RELMα by ELISA in naïve and *H*. *polygyrus*-infected mice. n = 3–5 per group. Two-way ANOVA with Šídák’s test for multiple comparisons (* p < 0.05, *** p < 0.001 for differences between treatment and ^##^ p < 0.01 for differences between naïve and infected vehicle-treated mice). H-L) Immunofluorescent staining of intestinal tissue for CD206 and RELMα against DAPI counterstain. Scale bar 50 μm. Quantification of CD206^+^ (I) or RELMα^+^ (J) per DAPI^+^ cell. Unpaired t test (* p < 0.05). Quantification of F4/80^+^ (K) and RELMα^+^F4/80^+^ (L) per DAPI^+^ cell. n = 6. Two-way ANOVA with Šídák’s test for multiple comparisons (**** p < 0.0001). Schematics were created using BioRender.

We next probed the effect of chronic RSM treatment in a vaccination model for *Hp* involving secondary infection (S9A Fig), where IL-4-polarized macrophages are critical for protection [36]. Over the course of the 10-week infection, RSM treatment resulted in significantly increased fecal egg burden specifically at week 8 but showed a trend at all other time points (S9B Fig). Taking the area under the curve for egg burden, RSM treated mice had significantly higher total egg burden (S9C Fig), suggestive of some deficiency in optimal immunity to the parasitic worm. However, there were no significant differences in the adult worm burden after secondary challenge (S9D Fig). Remarkably, consistent with the acute regiment, RSM treatment led to a significant drop in peritoneal and serum RELMα (S9E and S9F Fig), as well as down-regulated CD206 and up-regulated CD86 expression in the intestinal cells of infected mice (S9G–S9I Fig). We conclude that choline metabolism inhibition significantly reduces RELMα but this is not sufficient to fully impact worm burden, however, can impact worm fertility. This may be partly explained by the fact that RSM does not inhibit other M2 macrophage effectors such as *Arg1*. Together, this data indicates the importance of choline metabolism and choline kinase signaling in promoting M[IL-4] polarization and RELMα expression in intestinal helminth infection.

## Discussion

Upon activation, macrophages up-regulate choline metabolism to fuel PC synthesis. LPS and IL-4 both induce expansion of organellar membranes including ER, mitochondria, and endo-lysosomes [37–40], in addition to a general enlargement of the cell itself [41]. Building on our understanding of macrophage choline metabolism during LPS polarization, we show here that stimulation of divergent signaling pathways (i.e., LPS-TLR4 vs. IL-4-JAK/STAT6), both lead to more choline taken into the cell with an associated up-regulation of Slc44a1, which likely facilitates increased flux through the PC synthetic pathway and more PC levels for membrane biogenesis. Recently, another putative choline transporter has been described, FLVCR1 [42]. *Flvcr1*-knockout mice are embryonic lethal, but little has been reported as to the role of this gene in immune cells. Interestingly, cells from *Flvcr1*-knockout embryos had major defects in mitochondrial structure and morphology. Our RNA-seq analysis revealed robust expression of *Flvcr1* in M[0] and M[IL-4], which was up-regulated by choline metabolism inhibition. In contrast, transcript expression of *Slc44a1* was inhibited by choline metabolism inhibition. 

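*Flvcr1* (ENSMUSG00000066595) lies on chromosome 1 of GRCm38 from 191005847 to 191026158 on the reverse strand. In M[0] it had 133 ± 9.93 CPM with vehicle, 194 ± 22.7 with HC3 and 180.4 ± 8.89 with RSM (SD, n = 3). Its levels in M[IL-4] were 113 ± 18.9, 177 ± 23.4 and 138 ± 17.1 CPM. The log2 fold changes were 0.55 and 0.44 in M[0] (SE 0.119 each, FDR = 0.000988 and 0.00577) and 0.64 with HC3 in M[IL-4] (FDR = 0.000268), all below the fold threshold. Without replicate 3, that for RSM in M[0] was 0.41 (FDR = 0.0982). With RSM in M[IL-4] the log2 fold change was 0.28 (FDR = 0.0697), higher in each of the 3 same-numbered pairs but not in every inhibitor library against every vehicle library. That FDR was 0.00144 with the replicate block, and over all alternatives it was 2.5e-05 to 0.288, with 0.00828 without replicate 2. Exons of a gene on the opposite strand cover 15.6% of its exonic length.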

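*Slc44a1* (ENSMUSG00000028412), on chromosome 4 of GRCm38 from 53440413 to 53622478, had 158 ± 7.55 CPM with vehicle in M[0], 97.7 ± 7.45 with HC3 and 117 ± 6.24 with RSM (SD, n = 3). In M[IL-4] it had 135 ± 12.8, 83.7 ± 8.61 and 72.5 ± 10.0 CPM. The log2 fold changes were -0.69 and -0.43 in M[0] (SE 0.0957 and 0.0951, FDR = 9.03e-06 and 0.00125) and -0.69 and -0.90 in M[IL-4] (FDR = 1.16e-05 and 4.51e-07). Each comparison had every inhibitor-treated library below every vehicle library, and none reached the fold threshold. Exons on the opposite strand cover 4.46% of its exonic length. *Slc44a2* changed less, with log2 fold changes of -0.24 and -0.29 in M[0] (FDR = 0.0494 and 0.0202) and of -0.03 and -0.12 in M[IL-4] (FDR = 0.82 and 0.349). With scaling by library size only, the log2 fold change with HC3 in M[IL-4] was 0.02. In M[0] the FDR was 0.231 and 0.112 without replicate 1, 0.166 and 0.0811 without replicate 3, and 0.0607 for HC3 with scaling by library size only.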

The physiological role and individual contributions of choline transporters such as Slc44a1, Slc44a2 and Flvcr1 to choline transport and metabolism remains unexplored but of significant priority.

How phospholipid composition is affected by macrophage polarization has been addressed in studies using similar experimental designs. While the increased accumulation of PC in IL-4/IL13-polarized macrophages (RAW264.7 cells) was shown in a comprehensive assessment of phospholipid content after long term exposure to polarizing stimuli, this was not seen in human THP-1-derived macrophages [43], nor were increases observed before 18 h [38]. Coupled with an increase in total PC content, we observed an increase in saturated and monounsaturated fatty acyl chains in PCs elevated in both M[IL-4] and M[LPS]. We and others have previously shown that M[LPS] up-regulate *de novo* lipogenesis to supply new fatty acids for phospholipid synthesis [4, 10]. There is now evidence to support a role for both exogenous fatty acid uptake [11, 12], as well as *de novo* lipogenesis in M[IL-4] [44]. Despite the potentially divergent sources of FA, differences in the side chain composition of choline-containing phospholipids between macrophage polarizations may fuel distinct lipid signaling pathways following phospholipase-specific processing.

A handful of studies have now interrogated the importance of choline metabolism in macrophage biology, though all have been in the context of LPS-induced polarization and inflammation [4, 5, 9, 45, 46]. Conversely, while macrophage IL-4 polarization is widely used *in vitro* and typically yields a reproducible response, how this might be affected by or might affect choline metabolism remained unclear. By blocking choline uptake and/or subsequent metabolism, the transcriptional induction of *Mrc1*, *Chil3*, *Arg1* were not changed. However, limiting the availability of choline in the media, or pharmacologically blocking the uptake/phosphorylation of choline caused the targeted reduction in IL-4-induced *Retnla* expression and RELMα secretion. Early studies indicated that signaling through STAT6 is essential for proper induction of Th2 cytokines and IL-4-induced RELMα expression [47]. In response to limiting choline availability and PC synthesis, STAT6 phosphorylation, as a surrogate for IL-4R signaling efficacy, was decreased. Though this supports the robust down-regulation of *Retnla*, similarly regulated transcripts such as *Arg1* and *Chil3* were not affected or mildly increased. Curiously, *Chil3* has even been suggested to augment *Retnla* expression [48]. The mechanism(s) by which choline availability regulates *Retnla* are likely transcriptional; however, the exact mechanism remains unclear. Interestingly, transient expression of *Retnla* was recently shown in nearly all tissue-resident macrophages and its induction in PEC macrophages was IL-4R- and STAT6-independent [49, 50]. Consistent with this, other studies report that RELMα is induced by signals other than Th2 cytokines, such as hypoxia or phagocytosis of apoptotic cells [51, 52]. Furthermore, a reporter mouse line showed RELMα expression mainly in WAT, intestine, and peritoneal macrophages [50], as well as peritoneal eosinophils and type II alveolar epithelial cells.

Our findings support the differential induction of canonical M[IL-4] genes and identify choline metabolism as a specific inducer of *Retnla*. In our study, we found that Chkα inhibition resulted in major changes to PEC populations, akin to the macrophage disappearance reaction upon inflammatory stimuli [53], pointing to a possible connection between macrophage tissue residence and choline metabolism. In addition, B cells in the peritoneum were drastically reduced, which corroborates previous observations demonstrating that RSM and another Chkα inhibitor (MN58B) dramatically lowered splenic B cell populations upon systemic delivery [54]. How this altered peritoneal immune profile may influence RELMα levels remains to be determined; however, since lung B cells express similar amounts of RELMα during *Nippostrongylus brasiliensis* infection as alveolar macrophages [55], the effect may not be exclusive to macrophages. During *Nb* infection, lung-resident interstitial macrophages up-regulate RELMα in a STAT6-dependent manner [50]. Separately, a subset of lung interstitial macrophages identified as CD169^+^ nerve- and airway-associated macrophages (NAMs) were found to express high levels of RELMα [56]. Depletion of all interstitial macrophages impaired control of helminth infection [50], while depletion of NAMs exacerbated lung inflammation but had no impact on control of influenza infection [56].

Macrophage-derived RELMα has been shown to promote profibrotic collagen cross-linking in fibroblasts [57], while also contributing to pro-inflammatory processes in intestinal inflammation and infection [33, 58, 59]. Given that limiting choline metabolism in M[IL-4] markedly depleted RELMα levels and that *in vivo* RSM treatment recapitulated this effect, we reasoned that blocking choline metabolism during helminth infection may phenocopy models of RELMα deficiency, where enhanced resistance to parasites is observed [60–62]. Contrary to our hypothesis, RSM-mediated choline kinase inhibition had minimal impact on indices of parasite burden in the helminth models we assessed, despite profound reductions in local and systemic levels of RELMα (Figs 6, S5, and S7). While the explanation for this remains unclear, there may be compensatory changes in RSM-treated mice, such as the altered immune profile, differential activation of macrophages, or direct effects of RSM on the pathogen that could confound the interpretation. The importance of macrophage-specific metabolism for M[IL-4] activation in the context of helminth infection has previously been shown. Inhibition of lysosomal lipolysis in *H*. *polygyrus*-infected mice reduced M[IL-4] polarization and RELMα expression, leading to increased parasite egg burden [63]. Similarly, our studies indicate that choline metabolism is also important in optimal M[IL-4] polarization in response to *H*. *polygyrus* infection, but with slight effects on egg burden in chronic studies and no effects on parasite burden. Future work could involve genetic and tissue-specific models to directly address the relevance of macrophage choline metabolism in controlling helminth infections.

Metabolic reprogramming that occurs in response to macrophage polarization represents one of the fundamental observations of immunometabolism. 

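Tested directly against each other in the RNA-seq data, HC3 raised *mt-Rnr1* above its level with RSM by 3.57 log2 units in M[0] (SE 0.204, FDR = 1.31e-09) and by 3.88 in M[IL-4] (SE 0.207, FDR = 2.65e-10). The mRNAs of *mt-Nd1*, *mt-Nd2*, *mt-Nd5*, *mt-Nd6* and *mt-Cytb*, which have no near-identical nuclear copy, were lower with HC3 than with RSM in both M[0] and M[IL-4]. The difference was smallest for *mt-Nd1* in M[0] (-2.19) and for *mt-Cytb* in M[IL-4] (-2.67), and reached -3.46 in M[0] for *mt-Nd6* and -3.91 in M[IL-4] for *mt-Nd2*. Doses of the inhibitors were fixed, so these differences hold for 250 µM HC3 and 5 µM RSM.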

Our RNAseq analyses revealed intriguing changes in mitochondrial transcripts (ribosomal genes up-regulated and electron transport chain component transcripts down-regulated). The extent to which mitochondrial morphology and metabolism were altered was intriguing. M[IL-4] up-regulate oxidative and glycolytic programs, with key signals coming from metabolic intermediates such as α-ketoglutarate and succinate [64, 65]. When choline cannot enter the cell or be used in the synthesis of PC, cellular organelles are swiftly affected. The capacity to continuously provide PC, from ER to mitochondria is critically important and when disrupted, results in clear destruction of the mitochondrial cristae, results consistent with *Flvcr1*- and SLC44A1-deficient cells [5, 66]. As a result, macrophages, independent of IL-4 stimulation, must rely on anaerobic means to generate cellular ATP. Importantly, we observed a dramatic difference in the potency of inhibiting choline uptake via HC3 or choline kinase activity via RSM, whereby the latter caused the most dramatic effect. We reason that the inhibition of choline uptake, while limiting supply of exogenous choline, would continue to allow for the recycling and modification of existing phospholipids, which lessens the impact of the treatment. Choline kinase inhibition; however, would almost completely limit PC supply. While inhibiting macrophage PC synthesis was shown to lead to the loss of mitochondrial membrane potential, leading to mitophagy and a protection against inflammasome activation, future work will be required to identify whether metabolic reprogramming is mechanistically linked to *Retnla* down-regulation in M[IL-4] cells.

In addition to the striking effect on RELMα, we found the costimulatory checkpoint ligands PD-L1 and PD-L2 were coordinately regulated by choline metabolism, which is contrary to conventional IL-4-polarization. In tumour settings, nutrient availability may be heterogenous, especially for infiltrating immune cells, which can explain the wide range of PD-L1 positivity among tumour samples and the relatively poor response to anti-PD-1/PD-L1 immune-checkpoint inhibitor therapies [67]. Up-regulated choline metabolism is a recognized hallmark of certain cancers [68, 69] and targeting Chkα can both inhibit cancer cell growth and render cell death-resistant cancers more susceptible to immunotherapy [70]. Similarly, RSM-932A increased CD86 expression in the intestine in the secondary *H*. *polygyrus* infection, which is a hallmark of M1-polarized macrophages [71]. CD86 in antigen-presenting cells provides costimulatory signals to activate T cells through CD28 and CTLA4 binding [72, 73]. Previous studies reported that CD86 was also up-regulated by helminth-derived peptide GK-1 in BMDM [74]. These changes in costimulatory and checkpoint proteins supports a potential immunoregulatory role of choline metabolism that may represent an underappreciated therapeutic potential in certain disease settings.

Macrophages up-regulate choline uptake and incorporation in response to IL-4 stimulation. Reciprocally, when the availability of choline is compromised, normal IL-4 responses are affected. We used two pharmacological approaches to limit choline availability and nutrient deprivation in the media. These approaches carry numerous caveats, including dose, timing, route, and potential off-target effects; however, our *in vitro* pharmacological approach targeted distinct steps in the CDP-choline pathway. Separately, other fates of choline may be modified by or play a role in mediating the alteration of immune cell function. For instance, phosphocholine may post-translationally modify proteins [75, 76], and macrophages and other immune cells have been shown to produce acetylcholine [77]. Conversion of choline to betaine may also support osmoregulation [78] or contribute to histone methylation [79], but these latter mechanisms require deeper investigation in immune contexts and remain speculative. Future work using genetic models to solidify the importance of choline uptake and subsequent metabolism are warranted.

In summary, we describe a critical role for choline metabolism in the mediating the full potential of macrophage M[IL-4] polarization and metabolic programming. Moreover, systemic pharmacological inhibition of choline metabolism in mice closely mirrors the dramatic down-regulation of RELMα but fails to affect the pathology of intestinal or lung helminth infection models. This work also highlights that the inhibition of choline metabolism via RSM caused a dramatic shift in immune cell profile and potentially polarization, which may be therapeutically beneficial in other disease settings such as peritoneal metastases or fibrosis.

## Methods

### Ethics statement

All animal procedures were approved by the University of Ottawa Animal Care Committee (BMI-1863) and the University of California Riverside Institutional Animal Care and Use Committee (protocol A-20210017).

### Animals

Mice (C57BL/6J) were originally purchased from Jackson Laboratories (Stock no. 00064) and bred in a pathogen-free facility in the University of Ottawa animal facility or acclimated for 7 days prior to *H*. *polygyrus* infection at the University of California Riverside. Mice were maintained on a 12-hour light dark cycle (lights on at 7:00 am) and housed at 23°C with bedding enrichment. Male and female mice ages 8–16 weeks were used for the generation of primary macrophages as described below.

### Isolation, culturing and polarization of bone marrow-derived macrophages

BMDM were isolated and cultured as previously described [80, 81]. Briefly, bone marrow cells were obtained from the femur and tibia by centrifugation [4]. Cells were differentiated into macrophages using 15–20% L929-conditioned media in complete DMEM (Wisent) containing 10% FBS (Wisent), 1% penicillin/streptomycin. Cells were plated into 15 cm dishes and allowed to differentiate for 6–8 days. Cells were lifted by gentle scraping in 10mM EDTA in PBS, counted, and seeded into culture plates for experiments at 1x10^6^/mL. Cells were treated for 24 h with DMSO as vehicle or inhibitors: hemicholinium-3 (Sigma-Aldrich), RSM-932a (Cayman Chemicals). Macrophages were polarized with 20 ng/mL recombinant IL-4 (Peprotech or Roche) or 100 ng/mL LPS (*E*. *coli*:B4, Sigma-Aldrich). Choline-free DMEM was formulated by preparing nutrient-deficient DMEM (US Biologicals, D9809) according to manufacturer’s instructions and supplementing with sodium pyruvate (Gibco), *myo*-inositol, L-methionine, and calcium D-pantothenate (Sigma-Aldrich).

### Choline uptake, incorporation, uptake inhibition and degradation

The rates of choline uptake, incorporation into PC, uptake inhibition and degradation were determined in M[0] and M[IL-4] using ^3^H-choline chloride (Perkin Elmer) as previously described [4].

### High-performance liquid chromatography electrospray ionization tandem mass spectrometry (LC-ESI-MS/MS) Lipidomics

Cells were counted, pelleted, and frozen at -80°C in 15 mL Falcon tubes for 24 h. Pellets were resuspended in 1 mL sodium acetate using a syringe pipette and transferred to Kimble tubes. Tubes were washed two times in 1 mL and 1.2 mL sodium acetate, respectively, to recover all material and these volumes were also transferred to the corresponding Kimble tube. All pipette tips were glass. MS-grade lipid standards (all from Avanti Polar Lipids) consisting of 90.7 ng LPC (13:0/0:0), 100 ng PC(12:0/13:0), and 75 ng SM(d18:1/18:1-D9), were added to the samples at time of extraction. Lipids were extracted using a modified Bligh and Dyer [82] protocol at a final ratio of acidified methanol/chloroform/sodium acetate of 2:1.9:1.6 as previously described [83, 84]. The organic chloroform phase was retained, and the aqueous phase was successively back-extracted using chloroform three times. The four chloroform extracts were combined and evaporated at room temperature under a constant stream of nitrogen gas. Final extracts were solubilized in 300 μL of anhydrous ethanol (Commercial Alcohols) and stored under nitrogen gas at -80°C in amber vials (BioLynx).

Lipid quantification was performed on an Agilent 1290 Infinity II liquid chromatography system coupled to a QTRAP 5500 triple quadrupole-linear ion trap mass spectrometer using a Turbo V ion source (AB SCIEX) in positive ion mode. Reverse phase chromatography was performed using a binary solvent system composed of solvent A (water with 0.1% formic acid (Fluka) and 10 mM ammonium acetate (OmniPur)) and solvent B (acetonitrile (J.T. Baker) and isopropanol (Fisher) at a ratio of 5:2 v/v with 10 mM ammonium acetate and 0.1% formic acid) and a nanobore 100 mm x 250 μm (i.d.) capillary column packed in-house with ReproSil-Pur 200 C18 (particle size of 3 μm and pore size of 200 Å; Dr. A. Maisch, Ammerbruch). Three μL of sample at 4°C was injected with the system operating at 10 μL/min and using a gradient that started at 30% solvent B, reached 100% solvent B at 8 minutes, and remained at 100% solvent B for 45 min. At 45 min, composition was returned to 30% solvent B and the column was regenerated for 15 min. Samples were prepared for HPLC injection by mixing 5 μL of lipid extract with 2.5 μL of an internal standard mixture (all from Cayman Chemicals) consisting of 2.5 ng LPC(O-16:0-D4/0:0), 2.5 ng LPC(O-18:0-D4/0:0), 1.25 ng PC(O-16:0-D4/2:0) and 1.25 ng PC(O-18:0-D4/2:0) in EtOH, and 16 μL of Solvent A. Transition lists were established using precursor ion scan interrogating a diagnostic fragment ion at m/z 184.1, corresponding to the phosphorylcholine headgroup of the protonated molecular ion ([M+H]^+^). Once all detectable species were established in precursor ion discovery mode, targeted lipid quantification was performed using selected reaction monitoring (SRM), monitoring transitions from [M+H]^+^ with the product ion 184.1. ESI-MS/MS acquisition and instrument control were performed using Analyst software (version 1.6.3, SCIEX). The ion source operated at 5500 V and 0°C. Nebulizer/heated gas (GS1/GS2), curtain gas, and collision gas (all nitrogen) were set to 20/0 psi, 20 psi, and medium, respectively. Compound parameters (de-clustering potential, entrance potential, collision energy, and collision cell exit potential) were individually optimized for each transition. MultiQuant software (version 3.0.2 AB SCIEX) was used for peak picking and processing quantitative SRM data. Bayesian Annotations for Targeted Lipidomics (BATL v2.7, https://www.complimet.ca/shiny/batl/) was used to assign peaks [84]. Peak areas were normalized to both cell number and either LPC(13:0/0:0) or SM(d18:1/18:1-D9) for PCs and SMs, respectively to account for extraction efficiency and instrument response. Data are expressed as nmol or pmol equivalents per 10^6^ cells.

The identities of all lipid species in our samples were structurally determined from quality control samples composed of an equi-volume pool of all samples analyzed. SRM was used as a survey scan to trigger information dependent acquisition of EPI spectra in the linear ion trap. After acquisition, the EPI fragment spectra were analyzed to determine structural identities of the lipids.

### Wound healing

3T3-L1 fibroblasts were passaged in complete DMEM, plated in ImageLock plates (Essen Bioscience) and grown to confluency. Macrophages were pre-treated with vehicle or HC3 for 24 h, washed with PBS, and supernatants were collected after a further 24 h in complete DMEM ± 20 ng/mL IL-4. A scratch wound was made in each well of 3T3-L1 fibroblasts, wells were gently washed with warm PBS, and supernatants were added to 4 or 5 replicate scratch wound wells. Wound healing was monitored hourly for >24 h on an IncuCyte ZOOM system (Essen Bioscience).

### Flow cytometry

Macrophages were plated in 6-well plates and treated with DMSO or HC3 (250 μM) for 48 h. After washing with PBS, cells were gently scraped or lifted with 10 mM EDTA in PBS. For naïve *in vivo* experiments, peritoneal exudate cells (PECs) were recovered in a total of 6–8 mL of ice-cold PBS. For collection of peritoneal cellular aggregates, the inflated peritoneal cavity was vigorously massaged and cut open over a funnel [31]. Peritoneal aggregates were allowed to settle out of the lavage fluid for at least 20 min on ice and suspended PECs were aspirated with a plastic Pasteur pipette. Peritoneal aggregates and dissected omenta were digested in 0.25 mg/mL collagenase IV (Sigma) and 0.25 mg/mL DNase I (ThermoFisher) in RPMI-1640 (Wisent) with 5 mM HEPES for 15 min at 37°C. Cell suspensions were blocked and stained with anti-CD16/32 (93, BioLegend) and Zombie Aqua dye (BioLegend) in PBS for 30 minutes on ice. Surface staining in PBA-E (1% BSA, 2 mM EDTA, 0.05% NaN_3_ in PBS) was done for 20 minutes on ice. Cells were then fixed with 2% paraformaldehyde in PBS or Fix/Perm buffer (ThermoFisher) for 15 minutes. Intracellular staining was performed by permeabilization for 5 minutes on ice with 0.5% saponin in PBA-E (PBA-S) or permeabilization buffer (ThermoFisher) and subsequent staining with antibodies diluted in PBA-S. For intracellular phosphoprotein staining, cells were fixed directly after harvesting with -20°C phospho-flow fix buffer (4% paraformaldehyde/90% methanol in PBS). Surface antibodies were purchased from BioLegend or ThermoFisher: F4/80-PE (BM8), F4/80-AF488 (BM8), F4/80-PE-Dazzle594 (BM8), PD-L1-BV421 (10F.9G2), PD-L2-PE (TY25), RELMα-PerCP-eF710 (DS8RELM), Egr2-APC (erongr2), CD38-eF450 (90), pSTAT6(Tyr641)-APC (CHI2S4N), CD11b-APC-eF780 (M1/70), Ly-6C-PE-Cy7 (HK1.4), Ly-6G-AF647 (1A8), Ly-6G-FITC (1A8), CD19-Pacific Blue (6D5), SiglecF-SB600 (1RMN44N), CD86-FITC (GL1), MHCII-PE (M5/114.15.2). Unconjugated polyclonal rabbit anti-RELMα (Peprotech) was detected with goat anti-rabbit AF647 plus (ThermoFisher). Cells were washed and resuspended in PBA-E and acquired using LSR Fortessa or FACSCelesta flow cytometers (BD) and analyzed using FlowJo v10.7.2 (BD).

For *in vivo* helminth experiments, PECs were recovered in a total of 5 mL of ice-cold PBS. Cells were blocked with 0.6 μg Rat IgG and 0.6 μg anti-CD16/32 (93) for 5 minutes and stained for 30 minutes with antibodies to Ly6G (1A8), CD3e (145-2C11), PD-L1 (MIH6), CD86 (GL-1), CD4 (RM4-5), MERTK (2B10C42), CD301b (LOM-14), PD-L2 (TY25), CD5 (53–7.3), Ly6C (HK1.4), MHCII (M5/114.15.2) (BioLegend, San Diego, CA); CD8 (3B5), CD11b (M1/70) (Invitrogen); SiglecF (E50-2440) (BD Bioscience); CD206 (MR5D3) (BioRad). Cells were then washed and analyzed on a Novocyte (ACEA Biosciences) followed by data analysis using FlowJo v10.8.1 (BD). Frequencies or geometric mean fluorescence intensity (gMFI) were calculated.

### Transcript and protein expression

Total RNA was isolated from BMDM using the TriPure reagent protocol (Roche Life Sciences). Isolated RNA was re-suspended in RNase/DNase-free water (Wisent). QuantiNova^™^ reverse transcription kit (Qiagen) or ABM All-in-one RT kit (ABM) was used to synthesize cDNA according to manufacturer’s instructions. To determine transcript expression, the QuantiNova^™^ Probe PCR kit (Qiagen) was used in combination with hydrolysis primer-probe sets (ThermoFisher) or BrightGreen Express MasterMix (ABM) with custom-designed primers (ThermoFisher). Comparative qPCR reactions were run on the Roto-Gene Q (Qiagen) or Stratagene MX3005p (Agilent). Relative transcript expression was determined using the delta-delta C_q_ method and normalized to *Actb* [85]. Following treatments, macrophage protein expression and phosphorylation status were assessed by immunoblotting as previously described [4].

For RNA-seq analysis, total RNA was isolated from BMDM using Tripure reagent and chloroform and subsequently purified using spin columns (PureLink RNA Mini, ThermoFisher) according to manufacturer instructions. Messenger RNA was purified from total RNA using poly-T oligo-attached magnetic beads. After fragmentation, the first strand cDNA was synthesized using random hexamer primers followed by the second strand cDNA synthesis. The library was ready after end repair, A-tailing, adapter ligation, size selection, amplification, and purification. The minimum Q30 score was 90.96%.

### Dextran sodium sulfate (DSS)-induced colitis

Mice were provided 2–2.5% dextran sodium sulfate (MW 40–50 kDa, MP Biomedical) in drinking water *ad libitum* and treated intraperitoneally with vehicle (40% DMSO in PBS) or RSM-932a (3 mg/kg) every other day for 6 days and sacrificed at day 7. Colons were dissected out and measured with uniform tension by hanging the caecum from a clamp and applying a weight to the distal end. Liver, white adipose tissue, and 0.5-cm pieces of colon were snap-frozen in liquid N_2_ or fixed in 10% neutral-buffered formalin (Sigma-Aldrich). Feces was collected daily and hemoccult was assessed by luminescence with ECL substrate (BioRad).

### RELMα ELISA

Recombinant RELMα, polyclonal rabbit anti-RELMα capture, and polyclonal biotinylated rabbit anti-RELMα detection antibodies (all Peprotech) were used according to a previously described protocol [62].

### Heligmosomoides polygyrus (Hp) *infection model*

*Hp* life cycle was maintained in mice, as previously described [86, 87]. Mice were orally gavaged with 200 *Hp* L3 stage larvae or with PBS (naive group). Egg burden was measured at indicated day post-infection by counting eggs in feces with McMaster slide. To enumerate L5 stage *Hp*, the small intestines of infected mice were cut longitudinally, and larvae were isolated by fine forceps. Isolated larvae were counted on the petri dish with grids under the dissection microscope. *Hp* infection experiments were conducted at least twice and as indicated in the figure legends.

### RSM-932A

RSM-932A (Cayman Chemical, Ann Arbor, MI) was reconstituted to 30 mg/mL in DMSO. For *in vivo* injection, RSM-932A was further diluted with DMSO and PBS to 1.5 mg/mL. Mice were injected intraperitoneally with 3 mg/kg of RSM-932A or 40% DMSO in PBS (vehicle group). *In vivo* injection experiments were conducted at least 3 independent times and as indicated in the figure legends.

### RNA-seq data analysis

Raw paired-end reads were trimmed of adapters using fastp [88] before being aligned on the mouse genome (assembly GRCm38) using STAR [89] in local mode and retaining only read pairs with mapq score of 40. Duplicate reads were marked but retained using Picard [90]. Reads aligning to exons were counted and summarized to genes using Subread featureCounts [91, 92]. Only genes with at least 10 counts in at least two samples were retained for further analysis. Differential expression testing was performed in R/Bioconductor [93] using edgeR and the glmQLFTest function [94]. For differential expression calls, a log2 fold-change value of 1 or -1 combined with a Benjamini-Hochberg-calculated FDR value less than 0.05 was judged significant [95]. Differentially expressed gene sets (up- or down-regulated genes with log2 fold-change of at least 1 or -1 and FDR lower than 0.05) were searched for potential enrichment in gene functional terms. The R/Bioconductor packages ReactomePA [96] and clusterProfiler [97] were used to search for enrichment in Reactome terms [98]. In these analyses, the search universe was limited to genes filtered for minimum expression.

### Extracellular flux analysis

BMDM were plated in 96-well culture plates (Agilent) at 7.5x10^4^ cells/well in complete DMEM. Cells were treated with DMSO, HC3, or RSM-932a at different concentrations ± 20 ng/mL IL-4 for 24 h. Extracellular flux analysis was performed on XFe96 (Agilent) using an adapted MitoStress Test Kit (Agilent). Cartridge ports were loaded with 10x concentrations of drugs: 15 μM oligomycin, 140 μM BAM15 (Cayman Chemicals), and 10μM rotenone/10 μM antimycin A/20 μM Hoechst 33342. BAM15 is a mitochondrial uncoupler with improved induction of maximal respiration compared to FCCP [99]. RSM932a was loaded in place of rotenone/antimycin A in some wells. Data were normalized by cell counts obtained by nuclear Hoechst 33342 quantification on an EVOS FL Auto 2 (ThermoFisher) microscope and Qupath (University of Edinburgh). Bioenergetics were calculated using a worksheet template [26].

### Transmission electron microscopy

BMDM were plated in 6-well plates and treated with DMSO or RSM-932a ± 20 ng/mL IL-4 for 24 h. Cells were lifted by gentle scraping in 10mM EDTA in PBS and fixed in 4% paraformaldehyde/3.5% glutaraldehyde overnight. Cell pellets were embedded in agarose and blocks were sectioned at 50-μm thickness using a Lecia VT1000S vibratome. Resin blocks were sectioned at 80-nm thickness using a Leica EM UC6 ultramicrotome and placed on microgrids. Sections were imaged on a JEM-1400plus instrument (JEOL) at 80 kEV and 5600x or 27600x magnification.

### Immunofluorescence staining

Intestinal tissue was stored overnight in 4% PFA at 4°C. After 24 hours, tissue was removed from 4% PFA and incubated for 24 hours in 30% sucrose. Intestines were blocked in OCT and sectioned at 10 μm. Tissue sections were incubated with polyclonal rabbit anti-CD86 (ThermoFisher), RELMα (Peprotech), APC-conjugated anti-RELMα (DS8RELM; Invitrogen), anti-F4/80 (CI:A3-1), and biotinylated anti-CD206 (C068C2; BioLegend) antibodies overnight at 4°C. Tissue sections were then incubated with Cy2-conjugated streptavidin (Jackson ImmunoResearch), Cy3-conjugated goat anti-rabbit antibodies (Abcam), TRITC-conjugated chicken anti-rabbit IgG (Invitrogen), or Cy5-conjugated donkey anti-rat IgG (Life Technologies) for 2 hours at 4°C and mounted with VECTASHIELD HardSet Antifade Mounting Medium (Vector Laboratories) followed by imaging with BZ-X800 microscope (Keyence). Positive cells were counted by QuPath 0.3.2 (University of Edinburgh) [100].

### Statistical analysis

Statistical analysis was performed in GraphPad Prism version 9.5.1 for Windows (GraphPad Software). The number of times individual tests were replicated, and biological sample sizes (number of mice) are described in figure legends.

## Supporting information

S1 Fig Choline-containing phospholipid species in polarized macrophages. A-I) Sum of phospholipid subclasses. A) Plasmenyl-lysophosphatidylcholines (LPC(P)), B) plasmanyl-LPCs (LPC(O)), C) platelet activating factors (PAF). D) D) Heatmap of sphingomyelin (SM), plasmanyl-PAFs (PC(O)-PAF), PC(O), PC(P), LPC, LPC(O), and LPC(P). Heatmap statistics are shown as fold change over the average of M[0]. n = 5. One-way ANOVA with Dunnett’s test vs M[0] for multiple comparisons (* p < 0.05, ** p < 0.01, **** p < 0.0001).
(TIF) Click here for additional data file.

S2 Fig IL-4 up-regulates choline metabolism in macrophages. A) Saturation curves showing rate of ^3^H-choline uptake at increasing concentrations of unlabeled choline. n = 8. Michaelis-Menten least squares fit regression (**** p < 0.0001). B) Inhibition of ^3^H-choline uptake by HC3. n = 4 (M[0]) or 5 (M[IL-4]). Four parameter log(inhibitor) vs. response regression F test (** p < 0.01). C) Pulse-chase to determine the rate of PC degradation. n = 3. Linear regression with F test for slopes (ns).
(TIF) Click here for additional data file.

S3 Fig Choline uptake and phosphorylation are required for normal IL-4 signaling and M[IL-4] phenotype. A-C) Macrophages were treated with vehicle (DMSO) or RSM-932a (5 μM) for 24 h, washed, then treated with IL-4 (20 ng/mL) for 24 h. Relative expression of M[IL-4] hallmark genes *Retnla*, *Arg1*, *Mrc1*, normalized to *Actb* and compared to M[0]. n = 3–4, representative of 3 experiments. Unpaired t test (** p < 0.01). D-E) Macrophages were treated with vehicle (DMSO) or HC3 (250 μM) for 6 h, washed, then treated with IL-4 (20 ng/mL) for 24 h. Relative expression of *Retnla* or *Il4ra* (E) normalized to *Actb* and compared to M[0]. n = 3. F) Macrophages were treated with vehicle (DMSO) or RSM-932a (5 μM) for 24 h, washed, then treated with IL-4 (20 ng/mL). Expression of IL-4 signaling molecule pSTAT6 (Tyr641) compared to β-actin. Representative of n = 5. G) Macrophages were treated with vehicle (DMSO) or HC3 (250 μM) for 24 h, washed, then treated with IL-4 (20 ng/mL) for 24 h. Expression of intracellular Egr2 or surface CD38. n = 3, representative of 2 experiments. H) Left, schematic of wound healing assay with conditioned media. Right, Macrophages were treated with vehicle (DMSO) or HC3 (250 μM) for 24 h, washed, then treated with IL-4 (20 ng/mL) for 24 h and conditioned media was collected. Confluent 3T3-L1 fibroblast monolayers were scratched, and media was replaced with macrophage conditioned media. Images of wound healing over time, quantified by wound density. n = 3, representative of 2 experiments. Sum-of-squares F test of non-linear fit of growth curves (**** p < 0.0001). Lower, snapshots of 3T3-L1 fibroblast wounds at different timepoints. Schematics were created using BioRender.
(TIF) Click here for additional data file.

S4 Fig Reactome pathway analysis. A-D) Reactome pathway analysis of genes up-regulated by HC3 (A) or RSM (C) in M[IL-4] or down-regulated by HC3 (B) or RSM (D), sorted by gene count enrichment for each Reactome pathway.
(TIF) Click here for additional data file.

S5 Fig Mitochondrial changes induced by inhibiting choline metabolism. A) Densitometry of complex III and I from Fig 4B. Two-way ANOVA with Dunnett’s test for multiple comparisons. B) Bioenergetics analysis of ATP produced through oxidative phosphorylation (ATP_OXPHOS_) or glycolysis (ATP_Glyco_). Macrophages were treated for 1 h or 5 min with RSM (0.2, 1, or 5 μM) prior to Mito Stress Test assay as in Fig 4C–4F. Measurements (n = 3 in triplicate) were normalized per 10^3^ cells. Mixed-effects analysis with Tukey’s test for multiple comparisons (ATP_OXPHOS_: # p < 0.05, ## p < 0.01, ### p < 0.001; ATP_Glyco_: ** p < 0.01). C) Mito Stress Test assay of extracellular flux with sequential treatments of 1.5 μM oligomycin, 14 μM BAM15, and 1 μM rotenone/1 μM antimycin A/Hoechst 33342. Oxygen consumption rate (OCR; B) or extracellular acidification rate (ECAR; C) of M[0] or M[IL-4] treated with RSM (1 or 5 μM) in place of rotenone/antimycin A during the last injection. D) Histograms and geometric MFI of tetramethylrhodamine methyl ester (TMRM) staining of macrophages treated with inhibitors or vehicle (DMSO).
(TIF) Click here for additional data file.

S6 Fig *In vivo* consequence of inhibiting choline metabolism. A) Gating strategies for peritoneal cells. B) Schematic of 3-day *in vivo* choline kinase inhibition. Mice were treated intraperitoneally with vehicle (40% DMSO in PBS) or RSM-932a (3 mg/kg) on day 0 and 2 and sacrificed on day 3. n = 3–4. C) Intracellular RELMα expression in live CD11b^+^ F480^hi^MHCII^lo^, F480^lo^MHCII^+^, F480^−^, Ly6G^+^ PMN, and CD11b^lo^ peritoneal cells. Two-way ANOVA with Šídák’s test for multiple comparisons (*** p < 0.001). D-G) Expression of *Emr1* (*Adgre1*/*F4/80)*, *Retnla*, *Chil3*, or *Mrc1* in WAT. Unpaired t test (* p < 0.05, ** p < 0.01). H) Schematic of DSS-induced colitis. Mice were given 2–2.5% DSS in drinking water and treated with vehicle (40% DMSO in PBS) or RSM-932a (3 mg/kg) every other day for 6 days and sacrificed on day 7. I) Body weight was measured daily. n = 8–9, representing 2 independent experiments. J) Colon length on day 7. Reference naïve colon length in dashed line (8.025cm) from n = 4 mice. Unpaired t test (*** p < 0.001). K) Hemoccult detected in feces collected on day 6 normalized to weight. n = 4–5, representative of 2 experiments. Mann Whitney U test (* p < 0.05). Schematics were created using BioRender.
(TIF) Click here for additional data file.

S7 Fig Expression of activation markers in peritoneal macrophages during helminth infection. A) Gating strategy of peritoneal cell populations. B) Enumeration of MHCII^hi^ and MCHII^lo^ large and small peritoneal macrophages among live PECs. n = 4–5, representative of 2 experiments. Unpaired t test (** p < 0.01, **** p < 0.0001). C-F) CD86, D) CD206, E) PD-L1, or F) PD-L2 in MHCII^hi^ and MCHII^lo^ large and small peritoneal macrophages. Unpaired t test (*, p < 0.05, ** p < 0.01, *** p < 0.001, **** p < 0.0001).
(TIF) Click here for additional data file.

S8 Fig *In vivo* choline kinase inhibition during secondary intestinal helminth infection alters peritoneal cell populations and macrophage alternative activation. A-D) Enumeration of A) B-1 cells, B) monocytes, C) neutrophils, D) peritoneal macrophages among live PECs. n = 4–5. Unpaired t test (** p < 0.01, **** p < 0.0001). E-F) CD86, or G) CD206 expression (gMFI) on peritoneal macrophages. n = 4–5, representative of 2 experiments. Unpaired t test (**** p < 0.0001).
(TIF) Click here for additional data file.

S9 Fig Long-term Chkα inhibition in a chronic model of *H*. *polygyrus*. A) Schematic of secondary infection. Mice were infected with 200 *H*. *polygyrus* L3 larvae through oral gavage and intraperitoneally injected with vehicle (40% DMSO in PBS) or RSM-932a (3 mg/kg) every other day from day 2. Mice were treated with pyrantel pamoate (1 mg) at day 25, challenged with 200 *H*. *polygyrus* L3 larvae at day 42, and sacrificed at day 52 (D-G). For a long-term chronic infection (C), mice were infected with 200 *H*. *polygyrus* L3 larvae and intraperitoneally injected with vehicle (40% DMSO in PBS) or RSM-932a (3 mg/kg) two or three times per week. Then, mice were treated with pyrantel pamoate (1 mg) at day 93 and challenged with 200 *H*. *polygyrus* L3 larvae at day 107 and sacrificed at day 117. B-D) Eggs in feces were counted at multiple time points after long-term chronic infection, and the area under the curve (AUC) calculated (C). D) adult worms were isolated from the small intestine and enumerated at 52 DPI. n = 4–5 mice, representative of 2 experiments. Two-way ANOVA with Šídák’s test for multiple comparisons or unpaired t test (* p < 0.05). E-F) Detection of peritoneal fluid and F) serum RELMα by ELISA in naïve and *H*. *polygyrus*-infected mice. n = 3–5 per group, representative of 2 experiments. Unpaired t test (** p < 0.01, **** p < 0.0001). G-I) Representative immunofluorescent images of intestinal tissue stained for CD86, CD206, and RELMα against DAPI counterstain. Scale bar 50 μm. Quantification of CD206^+^ (H) or CD86^+^ (I) per DAPI^+^ cell. n = 5, representative of 2 experiments. Unpaired t test (** p < 0.01). Schematics were created using BioRender.
(TIF) Click here for additional data file.

S10 Fig Graphical abstract. Created using BioRender.
(TIF) Click here for additional data file.

S1 Data Raw data file. (XLSX) Click here for additional data file.

## References

[1] GinhouxF, GuilliamsM. Tissue-Resident Macrophage Ontogeny and Homeostasis. Immunity. 2016;44(3):439–49. doi: 10.1016/j.immuni.2016.02.024 .26982352

[2] VerberkSGS, de GoedeKE, GorkiFS, van DierendonckX, ArguelloRJ, Van den BosscheJ. An integrated toolbox to profile macrophage immunometabolism. Cell Rep Methods. 2022;2(4):100192. Epub 20220328. doi: 10.1016/j.crmeth.2022.100192 .35497494PMC9046227

[3] GibelliniF, SmithTK. The Kennedy pathway—De novo synthesis of phosphatidylethanolamine and phosphatidylcholine. IUBMB life. 2010;62(6):414–28. doi: 10.1002/iub.337 .20503434

[4] SniderSA, MargisonKD, GhorbaniP, LeBlondND, O’DwyerC, NunesJRC, et al. Choline transport links macrophage phospholipid metabolism and inflammation. The Journal of biological chemistry. 2018;293(29):11600–11. doi: 10.1074/jbc.RA118.003180 .29880645PMC6065184

[5] Sanchez-LopezE, ZhongZ, StubeliusA, SweeneySR, BooshehriLM, AntonucciL, et al. Choline Uptake and Metabolism Modulate Macrophage IL-1beta and IL-18 Production. Cell metabolism. 2019;29(6):1350–62 e7. doi: 10.1016/j.cmet.2019.03.011 .30982734PMC6675591

[6] KennedyEP. The synthesis of cytidine diphosphate choline, cytidine diphosphate ethanolamine, and related compounds. The Journal of biological chemistry. 1956;222(1):185–91. .13366992

[7] JackowskiS. Coordination of membrane phospholipid synthesis with the cell cycle. The Journal of biological chemistry. 1994;269(5):3858–67. .8106431

[8] ZhangD, TangW, YaoPM, YangC, XieB, JackowskiS, et al. Macrophages deficient in CTP:Phosphocholine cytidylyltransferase-alpha are viable under normal culture conditions but are highly susceptible to free cholesterol-induced death. Molecular genetic evidence that the induction of phosphatidylcholine biosynthesis in free cholesterol-loaded macrophages is an adaptive response. The Journal of biological chemistry. 2000;275(45):35368–76. doi: 10.1074/jbc.M007099200 .10944538

[9] TianY, PateC, AndreolottiA, WangL, TuomanenE, BoydK, et al. Cytokine secretion requires phosphatidylcholine synthesis. The Journal of cell biology. 2008;181(6):945–57. doi: 10.1083/jcb.200706152 .18559668PMC2426940

[10] HsiehWY, ZhouQD, YorkAG, WilliamsKJ, ScumpiaPO, KronenbergerEB, et al. Toll-Like Receptors Induce Signal-Specific Reprogramming of the Macrophage Lipidome. Cell metabolism. 2020;32(1):128–43 e5. Epub 20200608. doi: 10.1016/j.cmet.2020.05.003 .32516576PMC7891175

[11] KoganesawaM, YamaguchiM, SamuchiwalSK, BalestrieriB. Lipid Profile of Activated Macrophages and Contribution of Group V Phospholipase A2. Biomolecules. 2020;11(1). Epub 20201229. doi: 10.3390/biom11010025 .33383652PMC7823364

[12] MorganPK, HuynhK, PernesG, MiottoPM, MellettNA, GilesC, et al. Macrophage polarization state affects lipid composition and the channeling of exogenous fatty acids into endogenous lipid pools. The Journal of biological chemistry. 2021;297(6):101341. Epub 20211023. doi: 10.1016/j.jbc.2021.101341 .34695418PMC8604758

[13] KeeganAD, ZamoranoJ, KeselmanA, HellerNM. IL-4 and IL-13 Receptor Signaling From 4PS to Insulin Receptor Substrate 2: There and Back Again, a Historical View. Front Immunol. 2018;9:1037. Epub 2018/06/06. doi: 10.3389/fimmu.2018.01037 .29868002PMC5962649

[14] LechnerA, BohnackerS, Esser-von BierenJ. Macrophage regulation & function in helminth infection. Semin Immunol. 2021;53:101526. Epub 20211119. doi: 10.1016/j.smim.2021.101526 .34802871

[15] HwangWC, SeoSH, KangM, KangRH, Di PaoloG, ChoiKY, et al. PLD1 and PLD2 differentially regulate the balance of macrophage polarization in inflammation and tissue injury. Journal of cellular physiology. 2021;236(7):5193–211. Epub 2020/12/29. doi: 10.1002/jcp.30224 .33368247PMC8048932

[16] SchuelerFW. A new group of respiratory paralyzants. I. The "hemicholiniums". J Pharmacol Exp Ther. 1955;115(2):127–43. Epub 1955/10/01. .13272163

[17] LacalJC, CamposJM. Preclinical characterization of RSM-932A, a novel anticancer drug targeting the human choline kinase alpha, an enzyme involved in increased lipid metabolism of cancer cells. Molecular cancer therapeutics. 2015;14(1):31–9. Epub 2014/12/10. doi: 10.1158/1535-7163.MCT-14-0531 .25487918

[18] JunttilaIS. Tuning the Cytokine Responses: An Update on Interleukin (IL)-4 and IL-13 Receptor Complexes. Front Immunol. 2018;9:888. Epub 2018/06/23. doi: 10.3389/fimmu.2018.00888 .29930549PMC6001902

[19] JablonskiKA, AmiciSA, WebbLM, Ruiz-Rosado JdeD, PopovichPG, Partida-SanchezS, et al. Novel Markers to Delineate Murine M1 and M2 Macrophages. PloS one. 2015;10(12):e0145342. doi: 10.1371/journal.pone.0145342 .26699615PMC4689374

[20] DanielB, CzimmererZ, HalaszL, BotoP, KolostyakZ, PoliskaS, et al. The transcription factor EGR2 is the molecular linchpin connecting STAT6 activation to the late, stable epigenomic program of alternative macrophage polarization. Genes Dev. 2020;34(21–22):1474–92. Epub 2020/10/17. doi: 10.1101/gad.343038.120 .33060136PMC7608752

[21] LokeP, AllisonJP. PD-L1 and PD-L2 are differentially regulated by Th1 and Th2 cells. Proceedings of the National Academy of Sciences of the United States of America. 2003;100(9):5336–41. Epub 20030415. doi: 10.1073/pnas.0931259100 .12697896PMC154346

[22] PineGM, BatugedaraHM, NairMG. Here, there and everywhere: Resistin-like molecules in infection, inflammation, and metabolic disorders. Cytokine. 2018;110:442–51. doi: 10.1016/j.cyto.2018.05.014 .29866514PMC6103837

[23] EvangelistaJE, XieZ, MarinoGB, NguyenN, ClarkeDJB, Ma’ayanA. Enrichr-KG: bridging enrichment analysis across multiple libraries. Nucleic acids research. 2023. Epub 20230511. doi: 10.1093/nar/gkad393 .37166973PMC10320098

[24] RussellDG, HuangL, VanderVenBC. Immunometabolism at the interface between macrophages and pathogens. Nature reviews Immunology. 2019;19(5):291–304. doi: 10.1038/s41577-019-0124-9 .30679807PMC7032560

[25] O’NeillLA, KishtonRJ, RathmellJ. A guide to immunometabolism for immunologists. Nature reviews Immunology. 2016;16(9):553–65. Epub 2016/07/12. doi: 10.1038/nri.2016.70 .27396447PMC5001910

[26] DesousaBR, KimKKO, JonesAE, BallAB, HsiehWY, SwainP, et al. Calculation of ATP production rates using the Seahorse XF Analyzer. bioRxiv. 2023:2022.04.16.488523. doi: 10.15252/embr.202256380 37548091PMC10561364

[27] SummersKM, BushSJ, HumeDA. Network analysis of transcriptomic diversity amongst resident tissue macrophages and dendritic cells in the mouse mononuclear phagocyte system. PLoS biology. 2020;18(10):e3000859. doi: 10.1371/journal.pbio.3000859 .33031383PMC7575120

[28] BainCC, HawleyCA, GarnerH, ScottCL, SchriddeA, SteersNJ, et al. Long-lived self-renewing bone marrow-derived macrophages displace embryo-derived cells to inhabit adult serous cavities. Nat Commun. 2016;7:ncomms11852. Epub 2016/06/14. doi: 10.1038/ncomms11852 .27292029PMC4910019

[29] SalmL, ShimR, NoskovicovaN, KubesP. Gata6(+) large peritoneal macrophages: an evolutionarily conserved sentinel and effector system for infection and injury. Trends Immunol. 2023;44(2):129–45. Epub 20230107. doi: 10.1016/j.it.2022.12.002 .36623953

[30] Vega-PerezA, VillarrubiaLH, GodioC, Gutierrez-GonzalezA, Feo-LucasL, FerrizM, et al. Resident macrophage-dependent immune cell scaffolds drive anti-bacterial defense in the peritoneal cavity. Immunity. 2021;54(11):2578–94 e5. Epub 20211029. doi: 10.1016/j.immuni.2021.10.007 .34717795

[31] FerrizM, Vega-PerezA, Gutierrez-GonzalezA, Alvarez-LadronN, ArdavinC. Whole-mount immunofluorescence imaging and isolation of mesothelium-bound immune cell aggregates during mouse peritoneal inflammation. STAR Protoc. 2023;4(1):102079. Epub 20230129. doi: 10.1016/j.xpro.2023.102079 .36825810PMC9898286

[32] LeeMR, LimCJ, LeeYH, ParkJG, SonnSK, LeeMN, et al. The adipokine Retnla modulates cholesterol homeostasis in hyperlipidemic mice. Nat Commun. 2014;5:4410. Epub 2014/07/16. doi: 10.1038/ncomms5410 .25022542

[33] MunitzA, WaddellA, SeiduL, ColeET, AhrensR, HoganSP, et al. Resistin-like molecule alpha enhances myeloid cell activation and promotes colitis. J Allergy Clin Immunol. 2008;122(6):1200–7 e1. Epub 2008/12/17. doi: 10.1016/j.jaci.2008.10.017 .19084112PMC2728365

[34] BoucheryT, VolpeB, ShahK, LebonL, FilbeyK, LeGrosG, et al. The Study of Host Immune Responses Elicited by the Model Murine Hookworms Nippostrongylus brasiliensis and Heligmosomoides polygyrus. Curr Protoc Mouse Biol. 2017;7(4):236–86. Epub 2017/12/20. doi: 10.1002/cpmo.34 .29261231

[35] FilbeyKJ, VaryaniF, HarcusY, HewitsonJP, SmythDJ, McSorleyHJ, et al. Macrophage Migration Inhibitory Factor (MIF) Is Essential for Type 2 Effector Cell Immunity to an Intestinal Helminth Parasite. Front Immunol. 2019;10:2375. Epub 2019/10/24. doi: 10.3389/fimmu.2019.02375 .31708913PMC6821780

[36] AnthonyRM, UrbanJFJr., AlemF, HamedHA, RozoCT, BoucherJL, et al. Memory T(H)2 cells induce alternatively activated macrophages to mediate protection against nematode parasites. Nature medicine. 2006;12(8):955–60. Epub 2006/08/08. doi: 10.1038/nm1451 .16892038PMC1955764

[37] HipolitoVEB, DiazJA, TandocKV, OertlinC, RistauJ, ChauhanN, et al. Enhanced translation expands the endo-lysosome size and promotes antigen presentation during phagocyte activation. PLoS biology. 2019;17(12):e3000535. Epub 20191204. doi: 10.1371/journal.pbio.3000535 .31800587PMC6913987

[38] CastoldiA, MonteiroLB, van Teijlingen BakkerN, SaninDE, RanaN, CorradoM, et al. Triacylglycerol synthesis enhances macrophage inflammatory function. Nat Commun. 2020;11(1):4107. Epub 2020/08/17. doi: 10.1038/s41467-020-17881-3 .32796836PMC7427976

[39] VatsD, MukundanL, OdegaardJI, ZhangL, SmithKL, MorelCR, et al. Oxidative metabolism and PGC-1beta attenuate macrophage-mediated inflammation. Cell metabolism. 2006;4(1):13–24. Epub 2006/07/04. S1550-4131(06)00202-6 [pii] doi: 10.1016/j.cmet.2006.05.011 .16814729PMC1904486

[40] WillenborgS, SaninDE, JaisA, DingX, UlasT, NuchelJ, et al. Mitochondrial metabolism coordinates stage-specific repair processes in macrophages during wound healing. Cell metabolism. 2021;33(12):2398–414 e9. Epub 2021/10/30. doi: 10.1016/j.cmet.2021.10.004 .34715039

[41] YingW, CherukuPS, BazerFW, SafeSH, ZhouB. Investigation of macrophage polarization using bone marrow derived macrophages. Journal of visualized experiments: JoVE. 2013;(76). Epub 20130623. doi: 10.3791/50323 .23851980PMC3728835

[42] KennyTC, KhanA, SonY, YueL, HeisselS, SharmaA, et al. Integrative genetic analysis identifies FLVCR1 as a plasma-membrane choline transporter in mammals. Cell metabolism. 2023. Epub 20230420. doi: 10.1016/j.cmet.2023.04.003 .37100056PMC10367582

[43] ZhangC, WangY, WangF, WangZ, LuY, XuY, et al. Quantitative profiling of glycerophospholipids during mouse and human macrophage differentiation using targeted mass spectrometry. Sci Rep. 2017;7(1):412. doi: 10.1038/s41598-017-00341-2 .28341849PMC5428309

[44] BidaultG, VirtueS, PetkeviciusK, JolinHE, DugourdA, GuenantinAC, et al. SREBP1-induced fatty acid synthesis depletes macrophages antioxidant defences to promote their alternative activation. Nat Metab. 2021;3(9):1150–62. Epub 2021/09/18. doi: 10.1038/s42255-021-00440-5 .34531575PMC7611716

[45] PetkeviciusK, VirtueS, BidaultG, JenkinsB, CubukC, MorgantiniC, et al. Accelerated phosphatidylcholine turnover in macrophages promotes adipose tissue inflammation in obesity. Elife. 2019;8. Epub 2019/08/17. doi: 10.7554/eLife.47990 .31418690PMC6748830

[46] Trajkovic-BodennecS, BodennecJ, FutermanAH. Phosphatidylcholine metabolism is altered in a monocyte-derived macrophage model of Gaucher disease but not in lymphocytes. Blood Cells Mol Dis. 2004;33(1):77–82. doi: 10.1016/j.bcmd.2004.03.001 .15223015

[47] StutzAM, PickartLA, TrifilieffA, BaumrukerT, Prieschl-StrassmayrE, WoisetschlagerM. The Th2 cell cytokines IL-4 and IL-13 regulate found in inflammatory zone 1/resistin-like molecule alpha gene expression by a STAT6 and CCAAT/enhancer-binding protein-dependent mechanism. J Immunol. 2003;170(4):1789–96. doi: 10.4049/jimmunol.170.4.1789 .12574343

[48] SutherlandTE, RuckerlD, LoganN, DuncanS, WynnTA, AllenJE. Ym1 induces RELMalpha and rescues IL-4Ralpha deficiency in lung repair during nematode infection. PLoS pathogens. 2018;14(11):e1007423. doi: 10.1371/journal.ppat.1007423 has a financial or non-financial professional or personal relationship with GlaxoSmithKlein.30500858PMC6291165

[49] SaninDE, GeY, MarinkovicE, KabatAM, CastoldiA, CaputaG, et al. A common framework of monocyte-derived macrophage activation. Sci Immunol. 2022;7(70):eabl7482. Epub 2022/04/16. doi: 10.1126/sciimmunol.abl7482 .35427180PMC12362712

[50] KrljanacB, SchubartC, NaumannR, WirtzS, CulemannS, KronkeG, et al. RELMalpha-expressing macrophages protect against fatal lung damage and reduce parasite burden during helminth infection. Science immunology. 2019;4(35). doi: 10.1126/sciimmunol.aau3814 .31126996

[51] BosurgiL, CaoYG, Cabeza-CabrerizoM, TucciA, HughesLD, KongY, et al. Macrophage function in tissue repair and remodeling requires IL-4 or IL-13 with apoptotic cells. Science. 2017;356(6342):1072–6. Epub 20170511. doi: 10.1126/science.aai8132 .28495875PMC5556699

[52] LinQ, FanC, SkinnerJT, HunterEN, MacdonaldAA, IlleiPB, et al. RELMalpha Licenses Macrophages for Damage-Associated Molecular Pattern Activation to Instigate Pulmonary Vascular Remodeling. J Immunol. 2019;203(11):2862–71. Epub 20191014. doi: 10.4049/jimmunol.1900535 .31611261PMC6864303

[53] ZhangN, CzepielewskiRS, JarjourNN, ErlichEC, EsaulovaE, SaundersBT, et al. Expression of factor V by resident macrophages boosts host defense in the peritoneal cavity. J Exp Med. 2019;216(6):1291–300. Epub 20190502. doi: 10.1084/jem.20182024 .31048328PMC6547866

[54] GokhaleS, LuW, ZhuS, LiuY, HartRP, RabinowitzJD, et al. Elevated Choline Kinase alpha-Mediated Choline Metabolism Supports the Prolonged Survival of TRAF3-Deficient B Lymphocytes. J Immunol. 2020;204(2):459–71. Epub 2019/12/13. doi: 10.4049/jimmunol.1900658 .31826940PMC6946882

[55] ChenF, WuW, JinL, MillmanA, PalmaM, El-NaccacheDW, et al. B Cells Produce the Tissue-Protective Protein RELMalpha during Helminth Infection, which Inhibits IL-17 Expression and Limits Emphysema. Cell reports. 2018;25(10):2775–83 e3. Epub 2018/12/06. doi: 10.1016/j.celrep.2018.11.038 .30517865PMC9413029

[56] UralBB, YeungST, Damani-YokotaP, DevlinJC, de VriesM, Vera-LiconaP, et al. Identification of a nerve-associated, lung-resident interstitial macrophage subset with distinct localization and immunoregulatory properties. Science immunology. 2020;5(45). doi: 10.1126/sciimmunol.aax8756 .32220976PMC7717505

[57] KnipperJA, WillenborgS, BrinckmannJ, BlochW, MaassT, WagenerR, et al. Interleukin-4 Receptor alpha Signaling in Myeloid Cells Controls Collagen Fibril Assembly in Skin Repair. Immunity. 2015;43(4):803–16. doi: 10.1016/j.immuni.2015.09.005 .26474656PMC4681399

[58] MunitzA, SeiduL, ColeET, AhrensR, HoganSP, RothenbergME. Resistin-like molecule alpha decreases glucose tolerance during intestinal inflammation. J Immunol. 2009;182(4):2357–63. doi: 10.4049/jimmunol.0803130 .19201890PMC2653277

[59] OsborneLC, JoyceKL, AlenghatT, SonnenbergGF, GiacominPR, DuY, et al. Resistin-like molecule alpha promotes pathogenic Th17 cell responses and bacterial-induced intestinal inflammation. J Immunol. 2013;190(5):2292–300. doi: 10.4049/jimmunol.1200706 .23355735PMC3601830

[60] PesceJT, RamalingamTR, WilsonMS, Mentink-KaneMM, ThompsonRW, CheeverAW, et al. Retnla (relmalpha/fizz1) suppresses helminth-induced Th2-type immunity. PLoS pathogens. 2009;5(4):e1000393. Epub 2009/04/22. doi: 10.1371/journal.ppat.1000393 .19381262PMC2663845

[61] BatugedaraHM, LiJ, ChenG, LuD, PatelJJ, JangJC, et al. Hematopoietic cell-derived RELMalpha regulates hookworm immunity through effects on macrophages. J Leukoc Biol. 2018;104(4):855–69. Epub 2018/07/12. doi: 10.1002/JLB.4A0917-369RR .29992625PMC6354768

[62] ChenG, WangSH, JangJC, OdegaardJI, NairMG. Comparison of RELMalpha and RELMbeta Single- and Double-Gene-Deficient Mice Reveals that RELMalpha Expression Dictates Inflammation and Worm Expulsion in Hookworm Infection. Infect Immun. 2016;84(4):1100–11. Epub 2016/02/03. doi: 10.1128/IAI.01479-15 .26831469PMC4807501

[63] HuangSC, EvertsB, IvanovaY, O’SullivanD, NascimentoM, SmithAM, et al. Cell-intrinsic lysosomal lipolysis is essential for alternative activation of macrophages. Nat Immunol. 2014;15(9):846–55. Epub 20140803. doi: 10.1038/ni.2956 .25086775PMC4139419

[64] TannahillGM, CurtisAM, AdamikJ, Palsson-McDermottEM, McGettrickAF, GoelG, et al. Succinate is an inflammatory signal that induces IL-1beta through HIF-1alpha. Nature. 2013;496(7444):238–42. doi: 10.1038/nature11986 .23535595PMC4031686

[65] LiuPS, WangH, LiX, ChaoT, TeavT, ChristenS, et al. alpha-ketoglutarate orchestrates macrophage activation through metabolic and epigenetic reprogramming. Nature immunology. 2017;18(9):985–94. Epub 20170717. doi: 10.1038/ni.3796 .28714978

[66] FagerbergCR, TaylorA, DistelmaierF, SchroderHD, KibaekM, WieczorekD, et al. Choline transporter-like 1 deficiency causes a new type of childhood-onset neurodegeneration. Brain. 2020;143(1):94–111. doi: 10.1093/brain/awz376 .31855247

[67] DoroshowDB, BhallaS, BeasleyMB, ShollLM, KerrKM, GnjaticS, et al. PD-L1 as a biomarker of response to immune-checkpoint inhibitors. Nat Rev Clin Oncol. 2021;18(6):345–62. Epub 2021/02/14. doi: 10.1038/s41571-021-00473-5 .33580222

[68] GlundeK, BhujwallaZM, RonenSM. Choline metabolism in malignant transformation. Nat Rev Cancer. 2011;11(12):835–48. Epub 20111117. doi: 10.1038/nrc3162 .22089420PMC4337883

[69] PavlovaNN, ThompsonCB. The Emerging Hallmarks of Cancer Metabolism. Cell metabolism. 2016;23(1):27–47. Epub 2016/01/16. doi: 10.1016/j.cmet.2015.12.006 .26771115PMC4715268

[70] MariottoE, ViolaG, RoncaR, PersanoL, AveicS, BhujwallaZM, et al. Choline Kinase Alpha Inhibition by EB-3D Triggers Cellular Senescence, Reduces Tumor Growth and Metastatic Dissemination in Breast Cancer. Cancers (Basel). 2018;10(10). Epub 20181022. doi: 10.3390/cancers10100391 .30360374PMC6209942

[71] ChenC, GaultA, ShenL, NabaviN. Molecular cloning and expression of early T cell costimulatory molecule-1 and its characterization as B7-2 molecule. Journal of immunology. 1994;152(10):4929–36. .7513726

[72] ChenL, FliesDB. Molecular mechanisms of T cell co-stimulation and co-inhibition. Nature reviews Immunology. 2013;13(4):227–42. Epub 20130308. doi: 10.1038/nri3405 .23470321PMC3786574

[73] MosserDM. The many faces of macrophage activation. Journal of leukocyte biology. 2003;73(2):209–12. doi: 10.1189/jlb.0602325 .12554797

[74] MonteroL, Cervantes-TorresJ, SciuttoE, FragosoG. Helminth-derived peptide GK-1 induces Myd88-dependent pro-inflammatory signaling events in bone marrow-derived antigen-presenting cells. Molecular immunology. 2020;128:22–32. Epub 20201010. doi: 10.1016/j.molimm.2020.09.015 .33049560

[75] LovellTM, WoodsRJ, ButlinDJ, BrayleyKJ, ManyondaIT, JarvisJ, et al. Identification of a novel mammalian post-translational modification, phosphocholine, on placental secretory polypeptides. J Mol Endocrinol. 2007;39(3):189–98. doi: 10.1677/JME-07-0007 .17766644PMC2189575

[76] DixitA, JoseGP, ShanbhagC, TagadN, KaliaJ. Metabolic Labeling-Based Chemoproteomics Establishes Choline Metabolites as Protein Function Modulators. ACS Chem Biol. 2022;17(8):2272–83. Epub 2022/07/09. doi: 10.1021/acschembio.2c00400 .35802552PMC10241378

[77] FujiiT, MashimoM, MoriwakiY, MisawaH, OnoS, HoriguchiK, et al. Expression and Function of the Cholinergic System in Immune Cells. Front Immunol. 2017;8:1085. doi: 10.3389/fimmu.2017.01085 .28932225PMC5592202

[78] TschernerAK, MacaulayAD, OrtmanCS, BaltzJM. Initiation of cell volume regulation and unique cell volume regulatory mechanisms in mammalian oocytes and embryos. Journal of cellular physiology. 2021;236(10):7117–33. Epub 20210226. doi: 10.1002/jcp.30352 .33634482

[79] BekdashRA. Early Life Nutrition and Mental Health: The Role of DNA Methylation. Nutrients. 2021;13(9). Epub 20210904. doi: 10.3390/nu13093111 .34578987PMC8469584

[80] FullertonMD, FordRJ, McGregorCP, LeBlondND, SniderSA, StypaSA, et al. Salicylate improves macrophage cholesterol homeostasis via activation of Ampk. Journal of lipid research. 2015;56(5):1025–33. doi: 10.1194/jlr.M058875 .25773887PMC4409279

[81] GalicS, FullertonMD, SchertzerJD, SikkemaS, MarcinkoK, WalkleyCR, et al. Hematopoietic AMPK beta1 reduces mouse adipose tissue macrophage inflammation and insulin resistance in obesity. The Journal of clinical investigation. 2011;121(12):4903–15. Epub 2011/11/15. doi: 10.1172/JCI58577 .22080866PMC3226000

[82] BlighEG, DyerWJ. A rapid method of total lipid extraction and purification. Canadian journal of biochemistry and physiology. 1959;37(8):911–7. Epub 1959/08/01. doi: 10.1139/o59-099 .13671378

[83] XuH, ValenzuelaN, FaiS, FigeysD, BennettSA. Targeted lipidomics—advances in profiling lysophosphocholine and platelet-activating factor second messengers. The FEBS journal. 2013;280(22):5652–67. Epub 20130729. doi: 10.1111/febs.12423 .23826908

[84] ChitpinJG, SurendraA, NguyenTT, TaylorGP, XuH, AlecuI, et al. BATL: Bayesian annotations for targeted lipidomics. Bioinformatics. 2022;38(6):1593–9. doi: 10.1093/bioinformatics/btab854 .34951624PMC8896618

[85] LivakKJ, SchmittgenTD. Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. Methods. 2001;25(4):402–8. Epub 2002/02/16. doi: 10.1006/meth.2001.1262 .11846609

[86] JohnstonCJ, RobertsonE, HarcusY, GraingerJR, CoakleyG, SmythDJ, et al. Cultivation of Heligmosomoides polygyrus: an immunomodulatory nematode parasite and its secreted products. Journal of visualized experiments: JoVE. 2015;(98):e52412. Epub 20150406. doi: 10.3791/52412 .25867600PMC4401400

[87] CamberisM, Le GrosG, UrbanJJr. Animal model of Nippostrongylus brasiliensis and Heligmosomoides polygyrus. Curr Protoc Immunol. 2003;Chapter 19:Unit 19 2. doi: 10.1002/0471142735.im1912s55 .18432905

[88] ChenS, ZhouY, ChenY, GuJ. fastp: an ultra-fast all-in-one FASTQ preprocessor. Bioinformatics. 2018;34(17):i884–i90. doi: 10.1093/bioinformatics/bty560 .30423086PMC6129281

[89] DobinA, DavisCA, SchlesingerF, DrenkowJ, ZaleskiC, JhaS, et al. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013;29(1):15–21. Epub 20121025. doi: 10.1093/bioinformatics/bts635 .23104886PMC3530905

[90] Picard toolkit. GitHub Repository. 2019.

[91] LiaoY, SmythGK, ShiW. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics. 2014;30(7):923–30. Epub 20131113. doi: 10.1093/bioinformatics/btt656 .24227677

[92] LiaoY, SmythGK, ShiW. The R package Rsubread is easier, faster, cheaper and better for alignment and quantification of RNA sequencing reads. Nucleic acids research. 2019;47(8):e47. doi: 10.1093/nar/gkz114 .30783653PMC6486549

[93] HuberW, CareyVJ, GentlemanR, AndersS, CarlsonM, CarvalhoBS, et al. Orchestrating high-throughput genomic analysis with Bioconductor. Nat Methods. 2015;12(2):115–21. doi: 10.1038/nmeth.3252 .25633503PMC4509590

[94] RobinsonMD, McCarthyDJ, SmythGK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. 2010;26(1):139–40. Epub 20091111. doi: 10.1093/bioinformatics/btp616 .19910308PMC2796818

[95] BenjaminiY, HochbergY. Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. Journal of the Royal Statistical Society Series B (Methodological). 1995;57(1):289–300.

[96] YuG, HeQY. ReactomePA: an R/Bioconductor package for reactome pathway analysis and visualization. Mol Biosyst. 2016;12(2):477–9. doi: 10.1039/c5mb00663e .26661513

[97] WuT, HuE, XuS, ChenM, GuoP, DaiZ, et al. clusterProfiler 4.0: A universal enrichment tool for interpreting omics data. Innovation (Camb). 2021;2(3):100141. Epub 20210701. doi: 10.1016/j.xinn.2021.100141 .34557778PMC8454663

[98] GillespieM, JassalB, StephanR, MilacicM, RothfelsK, Senff-RibeiroA, et al. The reactome pathway knowledgebase 2022. Nucleic acids research. 2022;50(D1):D687–D92. doi: 10.1093/nar/gkab1028 .34788843PMC8689983

[99] KenwoodBM, WeaverJL, BajwaA, PoonIK, ByrneFL, MurrowBA, et al. Identification of a novel mitochondrial uncoupler that does not depolarize the plasma membrane. Molecular metabolism. 2014;3(2):114–23. Epub 20131128. doi: 10.1016/j.molmet.2013.11.005 .24634817PMC3953706

[100] BankheadP, LoughreyMB, FernandezJA, DombrowskiY, McArtDG, DunnePD, et al. QuPath: Open source software for digital pathology image analysis. Scientific reports. 2017;7(1):16878. Epub 20171204. doi: 10.1038/s41598-017-17204-5 .29203879PMC5715110

How the deposited data were processed for this re-analysis (not part of the article)

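RNA from bone marrow-derived macrophages of 6 groups was sequenced by the authors after poly-T selection of mRNA, with 3 libraries per group and 18 in all. The groups combine vehicle, 250 µM HC3 or 5 µM RSM with M[0] or M[IL-4], and conditions were taken from the sample labels, which give the treatment, the polarization and a replicate number. Values are the authors' raw counts of read pairs per Ensembl gene. The authors trimmed reads with fastp, aligned them with STAR in local mode to GRCm38, kept pairs with a mapping quality of 40, marked and kept duplicates with Picard, and counted pairs on exons with featureCounts. No column of the table was left unused. The sex of the donors was checked on the counts, where *Xist* had a mean of 581 to 769.5 CPM in every group and none of 4 genes of the Y chromosome passed the count filter. As all groups were alike in this, it cannot test the labels of treatment, polarization or replicate.

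Gene symbols, positions and exons came from the Ensembl annotation of GRCm38 and matched 55144 of 55385 genes. Genes with at least 10 counts in at least 2 of 18 libraries were kept (14979). Differences were tested in R 4.3.3 with edgeR 4.0.16 (TMM, glmQLFit, glmQLFTest) in 1 fit of all libraries with a coefficient per group and no block, since the paper names no covariate. Comparisons were each inhibitor with vehicle in M[0] and in M[IL-4], M[IL-4] with M[0] for vehicle, HC3 and RSM, the interaction of each inhibitor with IL-4, and HC3 with RSM in M[0] and M[IL-4]. Calls needed a Benjamini-Hochberg FDR under 0.05 and a log2 fold change of at least 1 or at most -1. The comparisons, gene lists, thresholds, the rule for named genes and all alternatives except 1 were set before the data were examined, although the figures of the paper had been seen.

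Named genes are those the paper names in its text on the RNA-seq data or in Fig. 3A-D and Fig. 4A; for each inhibitor comparison, the 3 largest rises and the 3 largest falls among called genes with the same direction in every same-numbered pair and a mean of at least 50 counts in the higher group; the choline pathway and mitochondrial lists; and up to 3 genes with the lowest FDR of a list reported as changed. Genes named outside this rule (the neighbours of *Retnla*, reference, histone and dendritic cell genes, and single list members) were chosen for mention after their values were seen. 21 gene lists were written from general knowledge: mitochondrial mRNA, rRNA and tRNA genes, nuclear genes of oxidative phosphorylation, the mitochondrial ribosome, replication, mitosis, the integrated stress response, ER chaperones, sterol synthesis, fatty acid synthesis, choline and phosphatidylcholine metabolism, extracellular matrix families, GPCR families, stromal, neutrophil and B cell markers, MHC class II, type I interferon response, glycolysis and the Y chromosome. 20 of them had at least 2 tested genes. They were tested with camera on log2 CPM (prior count 2, inter-gene correlation 0.01) and with fry from limma 3.58.1, adjusted over 80 tests, and for extracellular matrix, GPCR, replication and mitosis genes also with one-sided Fisher's exact tests of the called genes, with the 14979 genes as background.

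Alternatives were a replicate block, a fit of only the compared groups, DESeq2 1.42.0, no count filter (29054 genes), filterByExpr (14466 genes), scaling by library size only, the 27 mitochondrial genes left out, and leaving out each replicate number in turn. Correlations of gene residuals were used to see whether replicate numbers pair the libraries. Same-numbered libraries of 1 polarization had correlations of 0.110 to 0.372, above 0.1 in 18 of 18 pairs, and differently numbered ones at most 0.147. Across polarizations, 12 of 27 were above 0.1. Therefore a replicate block within each polarization was added after the data were examined. Replicates of a group differed by 6.30 to 20.3 per gene on a chi-square scale where counting alone gives about 1, so libraries vary beyond counting error.

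The steps were tested on simulated data with 200 changed genes among 14979, of which edgeR, DESeq2 and edgeR with the block each recovered 199 (99.5%), with 1, 2 and 1 false calls. All changed genes were well expressed, their changes lay beyond the fold threshold, and no replicate effect was simulated. Recovery at low counts or near the threshold was therefore not tested. Simulated unchanged inhibitor groups (20 repeats) and other groupings of the same libraries (10 per pairwise comparison, 100 drawn per interaction) were analysed with edgeR. Near-identical transcripts (at least 98% identity over at least 100.0 bp) were found with blastn 2.17.0, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. Depth was 17457796 to 19522255 counts per library, at which 3 counts in 1 library correspond to about 0.154 to 0.172 CPM. Reactome and Enrichr terms, the qPCR, flow cytometry, metabolic and infection data were not used here. Antisense overlap and reads shared between near-identical genes could not be resolved from counts.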

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

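The tests of scaling and of cycling cells for the gene lists reported here were chosen after the results had been seen, as were the dendritic cell genes named from a list written before its values were seen.

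Among the genes named by the paper or by rule, some responded to an inhibitor differently in M[IL-4] and in M[0], by the interaction term of the fit. With HC3, the fall of *Mrc1* was smaller in M[IL-4] (interaction 1.01 log2 units, SE 0.165, FDR = 0.000942). The rise was smaller in M[IL-4] for *Klf4* (-1.78, SE 0.122, FDR = 2.61e-07), *Trib3* (-1.07, SE 0.164, FDR = 0.000552) and *Chac1* (-1.69, SE 0.311, FDR = 0.00241), and *Flt1* fell in M[IL-4] alone (-1.60, SE 0.304, FDR = 0.00311). With RSM, the fall of *Irf4* was larger in M[IL-4] (-1.09, SE 0.293, FDR = 0.0236) and that of *Itgax* smaller (1.20, SE 0.229, FDR = 0.00204). The rise of *Cd86* was larger (1.84, SE 0.434, FDR = 0.0102), and those of *Klf4* (-1.75, SE 0.122, FDR = 8.35e-08) and *Chac1* (-1.901, SE 0.31, FDR = 0.000528) smaller. Without replicate 3, the calls of *Mrc1*, *Chac1*, *Flt1* and *Trib3* for HC3 and of *Irf4*, *Cd86* and *Chac1* for RSM were lost, and without replicate 1 those of *Trib3* for HC3 and *Irf4* for RSM. Those of *Klf4* for both inhibitors and of *Itgax* were kept under every alternative run. For *Klf4*, *Trib3* and *Chac1*, vehicle-treated cells already had more transcript in M[IL-4] (IL-4 against M[0] 2.68, 1.09 and 1.86), while the levels with inhibitor differed less, as *Trib3* shows with 315 and 321 CPM under HC3.

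Over all genes, HC3 interacted with IL-4 in 186 genes (112 without replicate 1, 46 without replicate 3) and RSM in 321 (128 without replicate 3). Of 100 groupings of the same libraries, 10 gave as many genes for either inhibitor, the real one included. The 9 others each kept the real inhibitor groups in 1 polarization, where the effect of the inhibitor then enters as an interaction, so this count does not measure chance alone and cannot exclude it. Among the 80 groupings that kept them in neither, edgeR called at most 0 genes, with up to 1526 (HC3) and 1262 (RSM) at an unadjusted p under 0.05; other tools were not run. Their groups mix inhibitor and vehicle libraries, which widens the spread within groups, so they do not exclude chance either. Replicate numbers pair libraries within a polarization, and of the 14 groupings that part as many pairs as the real one, 2 gave as many genes for either inhibitor. A biological difference between M[0] and M[IL-4] is what the design varies, and these groupings do not decide on it.

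Sterol synthesis genes, which the paper does not discuss for these data, fell with both inhibitors. The median log2 fold change of 25 genes was -0.29 with HC3 (camera FDR = 0.00217) and -0.30 with RSM (FDR = 0.00525) in M[0], and -0.96 with HC3 (FDR = 1.03e-13) and -0.96 with RSM (FDR = 1.87e-13) in M[IL-4]. Of these genes, 5, 4, 12 and 12 were called down. Scaling does not account for it: the list median closest to 0 over 3 other scalings and 4 comparisons was -0.25, while these scalings moved the median of all genes to 0.07 at most. Fewer cycling cells cannot be told apart from it. The list medians of sterol synthesis and mitosis over the 4 comparisons had r = 0.863, but 4 points that share vehicle libraries are too few to decide. Between HC3 and RSM, mitosis genes differed by a median of 0.52 in M[0] and 0.47 in M[IL-4] and sterol genes by 0.02 and -0.01. Whether the fall was larger in M[IL-4] was not tested. An effect of choline inhibition on sterol synthesis also stays open.

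MHC class II genes, of which the paper shows *H2-Ab1* and *H2-Eb1* in Fig. 3A, fell as a list of 8. The medians were -1.44 with HC3 (FDR = 0.000307) and -3.10 with RSM (FDR = 2.03e-06) in M[0], and -1.24 (FDR = 0.000308) and -3.17 (FDR = 2.42e-08) in M[IL-4]. Scaling does not account for it, as the list median closest to 0 over 3 other scalings was -1.19. With RSM, fewer dendritic cells in the cultures cannot be told apart from a change in macrophages. With HC3, the dendritic cell markers do not decide this either. The dendritic cell markers that passed the count filter had a median of -0.93 with RSM in M[IL-4], but of 0.92 with HC3 there and of 0.49 with HC3 and -0.31 with RSM in M[0]. With HC3 their median rose in both M[0] and M[IL-4], where fewer dendritic cells would lower it. In M[0], however, the gene at that median was *Zbtb46* (FDR = 0.56). In M[IL-4] it was *Clec10a*, which in vehicle had 5.05 CPM in M[0] and 37.9 in M[IL-4]. For either inhibitor these 5 genes are too few to decide, and they went both ways. Several are expressed by macrophages too, which limits what they show for either inhibitor. *Kit* and *Fscn1* rose with HC3 in M[0] by 1.935 and 1.876 (FDR = 1.45e-05 and 0.000146). In M[IL-4] they rose with HC3 by 1.27 and 1.37 (the latter gene with FDR = 0.0584 without replicate 3). *Clec10a* rose in M[IL-4] by 0.92 with HC3 and by 1.66 with RSM, and changed by -0.18 with HC3 in M[0] (FDR = 0.549). *Zbtb46* and *Ccl17* had at most 1.76 CPM in any group. With HC3, *Ccl17* was lower in M[0] (-0.86, FDR = 0.699) and M[IL-4] (-0.70, FDR = 0.396), and *Zbtb46* in M[IL-4] (-0.34, FDR = 0.652). A lower expression of MHC class II in macrophages under choline inhibition also remains possible.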

How the results depend on the processing

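The replicate block within each polarization was the only alternative chosen after the data had been seen. No result changed direction past its threshold under any alternative run. Counts of called genes or of list tests that passed, 38 in all, stayed within 1.5 times their values under the replicate block, only the compared groups, DESeq2, no count filter, filterByExpr, scaling by library size only, mitochondrial genes left out and leaving out replicate 2. No scaling moved the median of all genes by more than 0.1, and 5 of the 38 counts moved further without replicate 1 and 16 without replicate 3.

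With the replicate block within each polarization, the HC3 by IL-4 interaction rose from 186 to 288 genes, and its upward genes from 72 to 123; the cause was not tested. That design gives no value for the comparisons of M[IL-4] with M[0].

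Leaving out 1 replicate number leaves fewer libraries, and the counts then ranged as follows. The response to IL-4 under HC3 ranged from 346 to 553 genes (138 to 284 downward) and under RSM from 421 to 554 (154 to 234 downward). The HC3 by IL-4 interaction ranged from 46 to 146 genes (24 to 60 upward, 22 to 86 downward) and that of RSM from 128 to 278 (73 to 157 upward, 55 to 121 downward). HC3 against RSM ranged from 256 to 412 genes in M[0] (117 to 223 upward, 139 to 189 downward) and from 217 to 380 in M[IL-4] (78 to 156 upward, 139 to 224 downward). All of these were lowest without replicate 3.

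Of the 80 list tests, 44 passed, and 39 to 49 did under the alternatives with all lists, where the changes follow as medians of log2 fold changes; their causes were not tested. With the replicate block, ER chaperones passed for HC3 in M[0] (0.17, FDR = 0.0353), extracellular matrix families for HC3 in M[0] (0.54) and in M[IL-4] (0.33) and for RSM in M[IL-4] (0.31), and stromal markers for HC3 in M[IL-4] (0.68, FDR = 0.00148), while GPCR families for RSM in M[0] did not (-0.20). With the block within each polarization, the same lists passed (0.17, 0.54, 0.32, 0.31 and 0.68, FDR = 0.0403, 0.00105, 0.00489, 0.0245 and 0.000934) and GPCR families for RSM in M[0] still passed, and neither block changed any other list call.

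With only the compared groups, extracellular matrix families passed for HC3 in M[0] (0.51, FDR = 0.00873), as did mitochondrial tRNA (-0.51) and neutrophil markers (1.38, FDR = 0.0372) for RSM in M[IL-4], whereas GPCR families for RSM in M[0] (-0.22) and the interferon response for RSM in M[IL-4] (0.70, FDR = 0.0777) did not. With DESeq2, mitosis (-0.51) and stromal markers (0.86, FDR = 0.123) for HC3 in M[0] no longer passed, nor did the mitochondrial ribosome (0.13), neutrophil markers (1.88, FDR = 0.0789) and the interferon response (-0.64, FDR = 0.0887) for RSM in M[0] and the interferon response for RSM in M[IL-4] (0.68, FDR = 0.0568); B cell markers passed for RSM in M[0] (-3.33, FDR = 0.0186). Without the count filter, ER chaperones for HC3 in M[0] (0.16), fatty acid synthesis (-0.38, FDR = 0.0494) and stromal markers (0.66, FDR = 0.0261) for HC3 in M[IL-4] passed, and GPCR families in M[0] did not for HC3 (a median of 0, as unexpressed members enter) or RSM (-0.067). With filterByExpr, GPCR families for RSM in M[0] (-0.20) and the interferon response for RSM in M[IL-4] (0.70, FDR = 0.05) were lost. With scaling by library size only, ER chaperones for HC3 in M[0] (0.21) and mitochondrial tRNA for RSM in M[IL-4] (-0.45) passed, and stromal markers for HC3 in M[0] (0.91, FDR = 0.0803), neutrophil markers for RSM in M[0] (1.93, FDR = 0.055) and the interferon response for RSM in M[IL-4] (0.75, FDR = 0.0725) did not. With mitochondrial genes left out, which removes 3 lists, extracellular matrix families passed for HC3 in M[0] (0.50, FDR = 0.045) and GPCR families for RSM in M[0] did not (-0.22).

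Some list calls changed when 1 replicate number was left out, with these ranges of the median. Extracellular matrix families had 0.46 to 0.60 (HC3) and 0.24 to 0.29 (RSM) in M[0] and 0.26 to 0.40 (HC3) and 0.31 to 0.33 (RSM) in M[IL-4], with all 4 passing without replicate 2 and HC3 in M[0] also without replicate 3. Stromal markers with HC3 had 0.78 to 0.94 in M[0], lost without replicate 1, and 0.59 to 0.70 in M[IL-4], passing without replicate 2. GPCR families with RSM in M[0] had -0.24 to -0.17, lost without replicate 3. For RSM, neutrophil markers had 1.80 to 2.00 in M[0], lost without replicate 1, and 0.62 to 1.77 in M[IL-4], passing without replicate 2. The interferon response had -0.73 to -0.53 with RSM in M[0], lost without replicate 2, and 0.36 to 0.94 in M[IL-4], lost without replicate 3. Mitochondrial tRNA with RSM in M[IL-4] had -0.65 to -0.41, passing without replicate 1.

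Of 32 counts of called list members, replication genes called down by RSM in M[0] exceeded chance with only the compared groups (6), mitochondrial genes left out (6), no count filter (5) and without replicate 1 or 2 (5 to 6 over the 3). Without the count filter, so did extracellular matrix genes called down by HC3 in M[0] (11, FDR = 0.0457) and in M[IL-4] (10, FDR = 0.0429) and by RSM in M[IL-4] (11, FDR = 0.0383), as the larger background lowers the number drawn by chance.

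Of 2299 values of single named genes, no alternative reversed a call. Without replicate 3, 74 calls were lost and 6 gained, without replicate 1, 49 and 14, and without replicate 2, 38 and 30. With only the compared groups 10 were lost and 7 gained, with DESeq2 5 and 14, without the count filter 6 and 20, with scaling by library size only 14 and 9, with mitochondrial genes left out 1 and 2, and with the block within each polarization 1 and 21. With the replicate block 12 were gained. filterByExpr tested 2288 of them, and DESeq2 gave no FDR for 2904 genes in the HC3 interaction and 2614 in that of RSM. Depth limits genes near the floor: *Cd38* had at most 7 counts in any library and was not tested, and the interaction of *Arg1* with HC3 had a standard error of 1.53, because M[0] libraries held almost none of it.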

Differences from the paper's values

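No test in this part was chosen only after its result had been seen. The paper states no log2 fold changes in its text, so values were read from the volcano plots in Fig. 3B, from each dot's position against the axis ticks, after the values beside them had been computed; dots that overlap others were left out. Of 47 readings, 47 had the same sign and 42 lay within the SD between replicates, and the largest difference was 0.0726 on the log2 scale.

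For *Ddit3* with HC3 in M[0], the paper's value is about 3.3 in Fig. 3B and the value here is 3.33 (SD 0.0222). Of the alternatives set before the data were examined, the difference fell within the SD with mitochondrial genes left out (3.32) and without replicate 2 (3.31), and not with the others. For *Ern1* the paper's value is about 1.9 with HC3 and about 1.7 with RSM in M[0] in Fig. 3B, and the values here are 1.97 (SD 0.0292) and 1.73 (SD 0.0186); both differences stayed beyond the SD under all of these alternatives. For *mt-Cytb* with HC3 in M[0], the paper's value is about -4.5 in Fig. 3B and the value here is -4.43 (SD 0.0588). It was within the SD without replicate 2 (-4.45) and without replicate 3 (-4.46), and not with the others that keep mitochondrial genes. For *mt-Co1* with HC3 in M[0], the paper's value is about -4.0 in Fig. 3B and the value here is -3.96 (SD 0.0245), within the SD without replicate 2 (-3.99) and not with the others that keep mitochondrial genes. Readings to 1 decimal place are no finer than these differences.

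Fig. 3C and 3D present genes as shared in all comparisons. Of the 14 genes in Fig. 3C, 10 were called up in all 4, and of the 8 in Fig. 3D, 2 were called down in all 4. Not called in Fig. 3C were *Derl1* (0.90 and 0.94 in M[0], 0.76 and 0.83 in M[IL-4]), *Slc39a14* with HC3 (0.86 and 0.93), *Slc39a8* with RSM in M[0] (0.93) and *Cdkn1a* with HC3 in M[IL-4] (0.82), all with an FDR under 0.05. *Derl1* with RSM in M[0] was called with scaling by library size only, and *Slc39a14* with HC3 in M[IL-4] without replicate 2. *Rhbdd1* with RSM in M[IL-4] (1.03) was called, but not without replicate 3. In Fig. 3D, *Ptk2b* was called in none of the 4 (-0.84, -0.88, -0.59 and -0.72). *Lyn* was not called with RSM (-0.89 and -0.94), nor *Flt1* (0.13), *Mcm5* (-0.92), *Mcm6* (-0.77) and *Mcm7* (-0.56) with HC3 in M[0]. *Mcm7* with RSM in M[0] (-1.00) was called with only the compared groups, with mitochondrial genes left out and without replicate 2.

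By qPCR, the paper reports little effect on *Arg1*, *Mrc1* and *Chil3*, and none on *Il4ra* after a shorter HC3 treatment. By flow cytometry, it reports Egr2 induction kept under HC3 and PD-L2 lowered in M[IL-4]. Here *Arg1* fell with HC3 and rose with RSM, and *Chil3* rose with RSM. *Egr2* fell and *Il4ra* rose with both, and *Pdcd1lg2* did not change. Those assays differ from these libraries in samples and in measure. The paper describes *Flvcr1* as raised and *Slc44a1* as lowered by inhibition of choline metabolism. Both moved that way in all 4 comparisons, *Flvcr1* by 0.28 to 0.64 and *Slc44a1* by -0.90 to -0.43, without reaching the paper's fold threshold in any. For *Flvcr1* with RSM in M[IL-4] the FDR was 0.0697; it was under 0.05 with the replicate block (0.00144), no count filter (0.00471), scaling by library size only (0.0153), without replicate 2 (0.00828), and with the block within each polarization (2.5e-05), which was chosen after seeing the data.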

Other observations

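The tests of nuclear copies, of poly(A) selection, of distance from the heavy-strand promoter, of low counts of some mitochondrial mRNAs, of ER chaperones, of stromal cells and of the region around *Retnla* were chosen only after the results had been seen.

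For each of the 9 comparisons of a pair of groups, 1 of 10 groupings of the same libraries, the real one, gave as many called genes. With 10 groupings the share cannot go below 0.1, so chance cannot be excluded by this count alone. In the other groupings edgeR called at most 0 genes, with up to 2378 at an unadjusted p under 0.05; no other tool was run on them. Replicate numbers pair libraries within a polarization, and of the 4 groupings that part as many pairs in each comparison, 1 gave as many genes.

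Shared vehicle libraries, through selection of genes by chance high vehicle values, were tested as a source of genes called in all 4 comparisons and of falls of IL-4-induced genes. In simulated unchanged inhibitor groups, the largest number of genes called in all 4 comparisons was 0, and of induced genes called lower 0, so shared vehicle libraries alone do not account for either. No gene was called in any single comparison there, so how far shared libraries add to real changes was not tested.

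Mitochondrially encoded mRNAs fell and mitochondrial rRNAs rose with both inhibitors (median of the 2 rRNA genes 5.93 and 2.38 in M[0], camera FDR = 0.000329 and 0.00549, and 5.78 and 2.04 in M[IL-4], FDR = 0.000158 and 0.00843). Scaling does not account for it: the mRNA median closest to 0 with library size or DESeq2 scaling was -1.63. Nor do nuclear copies, since the mRNAs without a near-identical copy had a median of -2.08 where it was closest to 0. Weaker poly(A) selection would raise other RNAs without a poly(A) tail to a similar extent. The highest log2 fold change among 15 replication-dependent histone genes was 2.00 with HC3 and 1.696 with RSM in M[0] and 1.83 and 1.04 in M[IL-4], and their medians were 0.25 and -0.02, and 0.12 and -0.15. Among the 4 above 5 CPM the highest was 0.39 and -0.00076 in M[0] and 0.92 and 0.65 in M[IL-4], so they did not rise as the rRNAs did, although the highest single gene with RSM came nearer to the rRNA median than with HC3. Mitosis genes fell too, and fewer cycling cells could hide part of a histone rise. Their medians with HC3 (-0.50 and -1.30) were small beside the rRNA rise. With RSM (-0.98 and -1.76) they were nearer to it in size, so the histones cannot exclude weaker selection there. The mRNAs did not fall evenly (with HC3 in M[0], *mt-Nd1* -3.52, SE 0.139, and *mt-Nd5* -5.604, SE 0.176). Loss of transcript with distance from the heavy-strand promoter cannot be told apart from differences between transcripts that follow no such order. Over 6 heavy-strand mRNAs without a whole nuclear copy, Spearman's rho of fold change and order was -0.543 with HC3 and -0.829 with RSM in M[0], and -0.429 and -0.829 in M[IL-4] (exact permutation test, two-sided, p = 0.297, 0.0583, 0.419 and 0.0583), and 6 genes are too few. A changed balance of mitochondrial rRNA and mRNA under choline inhibition, or more adenylated mitochondrial rRNA, stays open as a hypothesis.

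The low counts of *mt-Co2*, *mt-Co3*, *mt-Atp6* and *mt-Nd3* may come from reads that match a near-identical nuclear copy and are lost at the required mapping quality. The lowest mRNA without a whole copy had 35.5 times the CPM per kb of the highest with one, in Veh M[0].

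*Actb*, which the paper uses as a reference in its qPCR, fell with both inhibitors, by 0.51 and 0.60 in M[0] and by 0.49 and 0.48 in M[IL-4] (largest FDR 5.15e-06). Scaling does not account for this (closest to 0 over 3 other scalings, -0.43), nor do reads shared with other actin genes and pseudogenes, as the sum over 3 actin genes fell by at least 0.39 (log2 ratio -0.39). In M[0] that sum was 6402 ± 279 CPM with vehicle and 4822 ± 185 with HC3. Among 15 reference genes, *Ppia* moved least (at most 0.204) and *Gusb* most (1.13); *Actb* ranked 9. A lower actin transcript level in inhibitor-treated cells is a hypothesis.

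*Trib3*, *Ddit3*, *Chac1* and *Atf4* rose in all comparisons. Of 25 ER chaperone and ER-associated degradation genes, 10 rose with HC3 and 7 with RSM at an FDR under 0.05 in M[0], 2 and 3 fell, and at most 1 was called up (*Herpud1*, chosen after its value was seen, by 1.12 with RSM). For HC3 in M[0] the list passed with fry (FDR = 0.00786), and with camera only under some alternatives (FDR = 0.0679, and 0.0353 with the replicate block). An unfolded protein response that includes the ER chaperones and ERAD genes cannot be told apart in M[0] from a response without them, as the rises were small and not shared by most members. In M[IL-4], 6 and 7 of the genes rose but 7 and 8 fell, so the list did not rise as a whole there. Such near-equal counts cannot exclude a response that raises some members. The rise of 30 genes of the integrated stress response is consistent with a response through that pathway, which the same data cannot test further.

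Genes of extracellular matrix families called up with HC3 in M[0] might come from a larger share of stromal cells. Abundant stromal markers moved apart, from -0.75 for *Mgp* to 2.09 for *Acta2*, a difference of 2.84 (SE 0.479); 6 of 15 were called up and 5, *Mgp* among them, had a log2 fold change below 0.25. A larger share would raise them alike, so it does not account for the whole pattern, while a change within stromal cells stays open. The list of 16 stromal markers had medians of 0.87 with HC3 (FDR = 0.0445, and 0.0667 without replicate 1) and 0.28 with RSM (FDR = 0.724) in M[0] and of 0.67 (FDR = 0.0666) and 0.45 (FDR = 0.665) in M[IL-4].

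*Myh15*, near *Retnla* on chromosome 16, fell with both inhibitors, and 5 other genes were tested within 1 Mb of *Retnla*. Loss of expression across the region around *Retnla* does not account for the fall of *Myh15* in M[0] (-3.99 and -5.28), where the lowest log2 fold change among the 5 was -0.26. In M[IL-4] it cannot be told apart from a fall of *Myh15* alone. There 3 of the 5 were lower with both inhibitors, *Cip2a* (-1.08 and -1.33), *Dzip3* (-0.46, FDR = 0.0123, and -0.29, FDR = 0.0976) and *Gm7204* (-0.16, FDR = 0.717, and -0.89, FDR = 0.0359), while *Ift57* (0.59 and 0.86) and *Cd47* (0.40 and 0.61), which lie further from *Retnla*, rose; 5 genes are too few to bound a region. A response of *Myh15* itself to choline inhibition also stays open.

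Of the 80 list tests, 44 passed with camera, and 40 of these also passed with fry. Mitosis and stromal markers with HC3 in M[0] and the interferon response with RSM in M[0] and M[IL-4] did not pass with fry. The 12 tests that passed with fry only, which does not compare a list with other genes, were ER chaperones (FDR = 0.00786, up) and choline metabolism (0.0045, down) with HC3 in M[0], GPCR families (1.62e-06, down) and glycolysis (0.0057, down) with HC3 in M[IL-4], mitochondrial tRNA (0.0108, down) and neutrophil markers (0.00018, up) with RSM in M[IL-4], fatty acid synthesis with HC3 and RSM in M[IL-4] (0.0427 each, down), and B cell markers with HC3 and RSM in M[0] (2.34e-05 and 2.08e-06, down) and in M[IL-4] (0.0447 and 0.000118, down). The interferon response had medians of -1.20 and -0.64 in M[0] (FDR = 0.000215 and 0.00971; the latter 0.0536 without replicate 2) and of -0.22 and 0.70 in M[IL-4] (FDR = 0.387 and 0.0448; the latter 0.241 without replicate 3). Glycolysis genes had 0.37 and 0.94 in M[0] (FDR = 0.00059 and 5.17e-13) and -0.08 and 0.37 in M[IL-4] (FDR = 0.387 and 0.00815); with HC3 in M[IL-4] the mean was 0.03. Fatty acid synthesis genes had 0.10 and -0.00051 in M[0] (FDR = 0.563 and 0.411; with RSM the mean was 0.25, and the median 0.06 with scaling by library size only) and -0.37 and -0.34 in M[IL-4] (FDR = 0.13 each). Neutrophil markers, 4 tested, had -0.19 with a mean of 0.50 and 1.87 in M[0] (FDR = 0.859 and 0.038; the latter 0.0703 without replicate 1) and 0.34 and 1.38 in M[IL-4] (FDR = 0.742 and 0.109; the latter 0.0426 without replicate 2). B cell markers, 2 tested, had -2.50 and -3.31 in M[0] (FDR = 0.1 and 0.0723) and -0.75 and -2.37 in M[IL-4] (FDR = 0.483 and 0.158). Of the genes of the Y chromosome, 0 of 4 passed the count filter.

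The 15 tested genes of choline and phosphatidylcholine metabolism had medians of -0.39 and -0.27 in M[0] (FDR = 0.13 and 0.486) and of -0.08 and -0.12 in M[IL-4] (FDR = 0.589 and 0.669). Their means were 0.11, 0.36, 0.25 and 0.23, opposite in sign to the medians and to camera's direction. *Chdh* had no counts in the 6 vehicle libraries and 0.974 and 1.32 CPM with HC3 and RSM in M[0] and 0.649 and 0.525 in M[IL-4]; its fitted fold change is not a bound, and it lies above the list's median either way; 9.47% of its exonic length overlaps *Cacna1d* on the opposite strand. *Chka*, the gene of choline kinase alpha, changed by at most 0.08 log2 units in size.

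In these libraries, *Slc44a1* did not rise with IL-4 in vehicle (-0.22, FDR = 0.0824), as the paper reports for its mRNA in a separate qPCR experiment (Fig. 1J). *Cd274* rose with both inhibitors (2.65 and 2.06 in M[0], 1.68 and 1.58 in M[IL-4]), and 14.1% of its exonic length overlaps a gene on the opposite strand. *Stat6* changed by -0.34 with HC3 in M[0] and by -0.14 in M[IL-4], and by -0.10 and 0.09 with RSM. Over the 997 genes called for IL-4 in vehicle, slopes through the origin of the response under HC3 and RSM on that in vehicle were 0.670 and 0.691. Choosing genes by their response in vehicle can lower such a slope by itself, so it does not describe all genes. Of the 573 genes repressed by IL-4 in vehicle, 128 were called higher with HC3 and 145 with RSM in M[IL-4], and 73 and 65 lower.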
